# A single-cell transcriptomic atlas reveals the cell differentiation trajectory and the response to virus invasion in swelling clove of garlic

**DOI:** 10.1093/hr/uhae365

**Published:** 2025-01-03

**Authors:** Song Gao, Fu Li, Zheng Zeng, Qiaoyun He, Hassan H A Mostafa, Suling Zhang, Taotao Wang, Yanzhou Wang, Touming Liu

## Abstract

The garlic bulb comprises several cloves, the swelling growth of which is significantly hindered by the accumulation of viruses. Herein, we describe a single-cell transcriptomic atlas of swelling cloves with virus accumulation, which comprised 19 681 high-quality cells representing 11 distinct cell clusters. Cells of two clusters, clusters 7 (C7) and 11 (C11), were inferred to be from the meristem. Cell trajectory analysis suggested the differentiation of clove cells to start from the meristem cells, along two pseudo-time paths. Investigation into the cell-specific activity of invasive viruses demonstrated that garlic virus genes showed relatively low-expression activity in cells of the clove meristem. There were 2060 garlic genes co-expressed with virus genes, many of which showed an association with the defense response. Five glutathione synthase/reductase genes co-expressed with virus genes displayed up-regulated expression, and the glutathione and related metabolites level showed an alteration in virus-invasive garlic clove, implying the role of glutathione in viral immunity of garlic. Our study offers valuable insights into the clove organogenesis and interaction between garlic and virus at single-cell resolution.

## Introduction

Garlic bulb is the economically important organ in garlic production; it typically consists of several cloves, each of which comprises one protective leaf and one storage leaf, which undergo rapid enlargement during the early stage of clove development. However, in the late stage of clove swelling growth, the nutritive components of the protective leaf transfer into the storage leaf, causing the protective leaf to become a thin flake covering the storage leaf [1]. Storage organs resulting from the swelling growth of vegetative organs are widespread in the plant kingdom (e.g. potato tubers). Cellular observations suggest that increased cell number and size of parenchymal cells in the cortex, pith, and circummedullary tissues are major reasons for tuber swelling in potatoes [2]. In onion, the expansion of cells in leaf sheath is deemed to be a morphological basis underlying bulb formation [3]. Recent spatial RNA-seq suggests that spongy mesophyll cells are the dominant cell type in bulbs, and proposes that cortical microtubule rearrangement might be pivotal for bulb swelling growth [4]. Notably, swelling of potato tubers and onion bulbs has been linked to the control of *Flowering Locus T*-like genes [5, 6], indicating a potential overlap in their swelling mechanism. Although some candidates associated with swelling growth of garlic clove have been identified based on genetic and genomic analyses [7–10], current understandings of clove growth remain limited.

Owing to the sterility of cultivars, garlic reproduction relies on vegetative organ cloves, leading to significant virus accumulations in individual garlic plants. At least 20 virus types have been identified in garlic, including aphid-borne potyviruses (e.g. onion yellow dwarf and leek yellow stripe viruses), carlaviruses (e.g. garlic common latent and shallot latent viruses), and mite-borne allexiviruses (including garlic viruses A, B, C, and D) [11–19]. Virus accumulation severely impacts garlic growth. Long-term observations over 5 years have shown that viral accumulation markedly reduces bulb yield and that viral damage increases significantly with the number of planting years [20]. Consequently, viruses have become some of the most common pathogens, causing significant bulb yield losses in garlic crops worldwide. However, the mechanism underlying the impact of viruses on bulb growth remains largely unknown.

Plant viruses are typically acellular organisms and minimally consist of nucleic acids encapsulated in a capsid or coat protein. Due to the highly limited number of biological functions encoded by the viral genome, plant viruses rely on the intracellular machinery of the host for the replication of their genomes, the expression of viral genes, and infection establishment [21]. Thus, plant viruses are specific pathogens that are active only inside the host cell [22]. Unlike the fungal and bacterial pathogens, plant viruses generally try to keep their hosts alive for as long as possible, which makes the virus–plant interaction more prolonged. Because of the acellular characteristics of viruses, the virus–plant interaction often highly depends on the internal pathways of the host [23]. Therefore, the invasion and interaction of viruses with host plants have distinct differences from that of fungal and bacterial pathogens. For instance, viral invasion of host plants shows cell-specific differences, and stem cells can be protected against viral intrusion through a conserved strategy based on *WUSCHEL*-mediated antiviral immunity in plants [24].

Single-cell RNA sequencing (scRNA-seq) technology has been proven to be a powerful tool for identifying cell-specifically expressed genes and exploring their roles in finely controlled plant–pathogen interaction. Recent scRNA-seq studies uncover the signal pathways that plants use to adapt to the invasion of fungi, including *Fusarium verticillioides* [25], *Colletotrichum higginsianum* [26], and powdery mildew [27]. The scRNA-seq of *Arabidopsis* exposed to the bacteria *Pseudomonas syringae* leads to the identification of distinct pathogen-responsive cell clusters exhibiting transcriptional responses ranging from immunity to susceptibility [28]. Unlike the pathogen of bacteria and fungus, viruses are active only inside the host cell. A recent study performed an scRNA-seq of soybean infected by soybean mosaic virus, and identified two glutathione S-transferase genes, which were induced expression by virus infection, representing an important insight into the interaction between virus and host plant at single cell level [29]. In garlic, although clonal propagation causes great accumulation of virus, the active characteristics of viruses in garlic cells remain rarely known. Herein, to overview the overall landscape of viruses in garlic clove at single cell resolution, we performed an scRNA-seq analysis using three samples representing typical stages of clove swelling growth. Then, cells in swelling cloves were identified, and the expression of garlic and virus genes and the interaction of garlic and virus were characterized in these cells. This study provides important insights into garlic–virus interaction, and is valuable for guiding efforts to reduce garlic viruses in garlic cultivation.

## Results

### A single-cell transcriptomic atlas of swelling cloves

To obtain a relatively comprehensive single-cell transcriptomic atlas, we selected clove samples (bulb-1, bulb-2, and bulb-3) collected from three typical clove growth stages for scRNA-seq analysis. Bulb-1 cloves were young and were beginning to swell; bulb-2 cloves were actively swelling; and bulb-3 cloves had completed enlargement and were filling (Fig. 1a). Next, we performed an scRNA-seq analysis for these samples according to the workflow shown in Fig. 1b. After sequencing individually for cloves of three stages, approximately 4.92 billion scRNA-seq reads were analyzed, and the identified cell count ranged from 6188 to 10 568 in the three samples (Supplementary Table 1). After stringent quality filtering, a total of 19 681 high-quality cells remained among the three clove types. These cells were clustered into 11 distinct cell groups using the *FindClusters* function of Seurat software (Fig. 1c) [30]. The median gene and UMI number per cell were 1667 and 2907 in bulb-1, 1405 and 2451 in bulb-2, and 727 and 936 in bulb-3, respectively (Supplementary Table 1). There were distinct differences in cell number and expressed genes in each cell type. For example, cluster 1 (C1; ‘cluster’ of cloves is hereafter abbreviated as C) was the largest group, with 5130 cells and 29 002 expressed genes, and C11 only comprised 327 detected cells (Supplementary Fig. 1). Of these clove cell-expressed genes, 3036 had relatively high relative expression in several of the 11 cell clusters (Fig. 1d; Supplementary Data 1; Supplementary Fig. 2). C3 (26.03%), C2 (30.68%), and C1 (58.91%) were the most prevalent cell types in bulb-1, bulb-2, and bulb-3, respectively (Supplementary Table 2). Overall, these results indicated considerable diversity in cell types in the swelling cloves.

**Figure 1:**
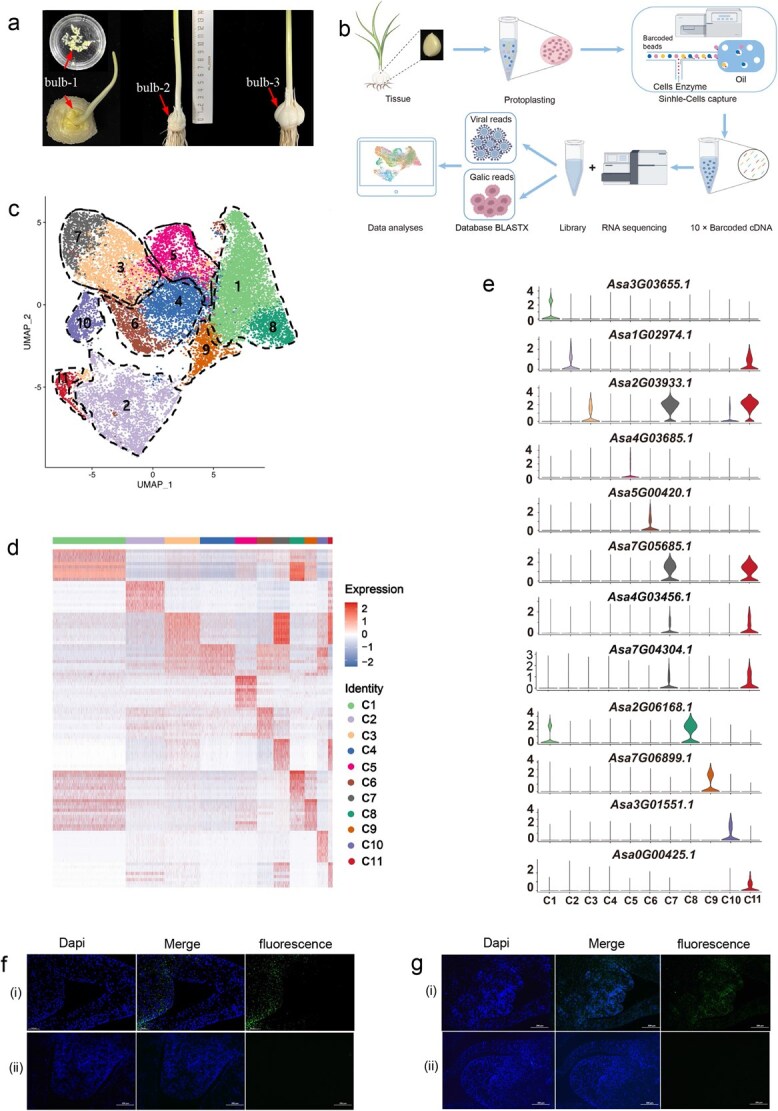
Single-cell RNA sequencing (scRNA-seq) for cloves under swelling growth. (**a)** Cloves under three different developmental stages were collected for scRNA-seq analysis. (**b)** A schematic diagram of workflow for single-cell RNA sequencing of garlic cloves. (**c**) UMAP visualization of 11 clusters derived from 19 681 high-quality cells filtered from three clove samples. Parenchyma and meristematic cell types are indicated in the bottom right corner of UMAP. (**d)** A heatmap showing the expression of the top 10 marker genes in each cell cluster. (**e)** Violin plots showing the expression of representative marker genes in each cell cluster. RNA fluorescence *in situ* hybridization assay for (**f**) *Asa4G03456.1* and (**g**) *Asa7G05685.1* in bulb-1 using the (i) antisense and (ii) sense probes labeled by digoxigenin, respectively. A blue signal indicates the cell nucleus stained by the 4′,6-diamidino-2-phenylindole (Dapi) solution, and a green fluorescence signal represents the signal of the digoxigenin-labeled probe

### Identifying cells of the clove meristem

There were two MADS-box transcription factor-encoding genes *Asa4G03456.1* and *Asa7G04304.1* that expressed specifically in C7/C11 cells (Fig. 1e). MADS-box genes play pivotal roles in regulating meristem cell differentiation and determining meristem cell fate in plants [31, 32], and numerous MADS-box genes have been identified to express specifically in apical meristem and/or bud primordia [31–35]. Therefore, we performed an RNA fluorescence *in situ* hybridization (FISH) assay in bulb-1 using the digoxigenin-labelled antisense probe of *Asa4G03456.1* cDNA, and the sense probe was used as a parallel control. The result detected strong fluorescence signals in the apical meristem of the clove (Fig. 1f), indicating that C7 and C11 cells were from clove meristem.

Interestingly, of the top 100 highly expressed genes in C7 and C11 cells, 99 and 97 functioned, respectively, as putative histone-encoding genes (Supplementary Data 2), many of which displayed specific expressions in these two clusters (Fig. 1e). Enrichment analysis of genes expressed in cells of these two clusters revealed that they were significantly enriched in gene ontology (GO) terms associated with nucleosomes, such as ‘nucleosome’ and ‘nucleosome assembly’ (Supplementary Fig. 3). Histone protein synthesis is tightly coupled to DNA replication owing to the roles of these proteins in packing the newly replicated DNA into chromatin, and histone gene expression is cell-cycle-regulated, with a 35-fold increase in the transcript abundance when cells enter the stationary phase [36]. Previous *in situ* hybridization and GUS reporter expression assays indicate that histone genes are expressed in meristematic cells [37–40]. These histones were used in the present study to identify their orthologs in the garlic genome (Supplementary Table 3), and their expressed cells were then detected, revealing that these orthologous genes were expressed in C7 and C11 cells (Supplementary Fig. 4). Furthermore, we synthesized the digoxigenin-labelled antisense probe of *Asa7G05685.1* that was one of these C7/C11 cell-expressed-specifically histone genes (Fig. 1e), and this probe then was used for RNA *in situ* hybridization. The result showed strong fluorescence signals at the apical meristem of the young clove, with a distribution of scattered manner across the apical meristem (Fig. 1g), which is consistent with that of histone *H2A* of tomato [37], further verifying that C7 and C11 cells were from clove meristem. The high expression of numerous histone genes in these cells may be for meeting the demand to pack the DNA replicated from the giant garlic genome (~16.9 Gb) during meristem cell division.

### Cell trajectory of swelling clove

To determine the starting and terminal point of cell differentiation, we evaluated the cell differential state by estimating the cyto-TRACE value of cells in each cluster. The results showed that cells from C7 and C11 had the largest cyto-TRACE value (>0.8), whereas those of C1 and C9 were the smallest (<0.3) (Fig. 2a), indicating that cells of meristem stem (C7 and C11) had the largest differential potency, and those of C1 and C9 were the smallest in the differential capacity. Of three investigated clove samples, young bulb-1 cloves were beginning to swell, whereas bulb-3 cloves had completed enlargement and were filling, suggesting cells of bulb-1 possessed larger differential potency than those of bulb-3. We performed a real-time fluorescent quantitative PCR analysis (qRT-PCR) using cell-expressed-specifically genes. The results revealed that three C7 and/or C11 cell-expressed-specifically genes, *Asa7G05685.1*, *Asa7G01788.1*, and *Asa1G02974.1*, displayed the highest expression level in young bulb-1, whereas C1 or C9 cell-expressed-specifically genes, *Asa7G06899.1*, *Asa2G06168.1*, and *Asa3G03655.1*, showed the most transcript abundance in bulb-3 (Fig. 2b), further validating that meristem cells are more popular in differential potency-high bulb-1 than in bulb-3, and those of C1/C9 are more prevalent in bulb-3 than bulb-1. Collectively, our results suggest that the differentiation of clove cells starts from meristem stem (C7 and C11), and terminates to cells of C1 and C9.

**Figure 2:**
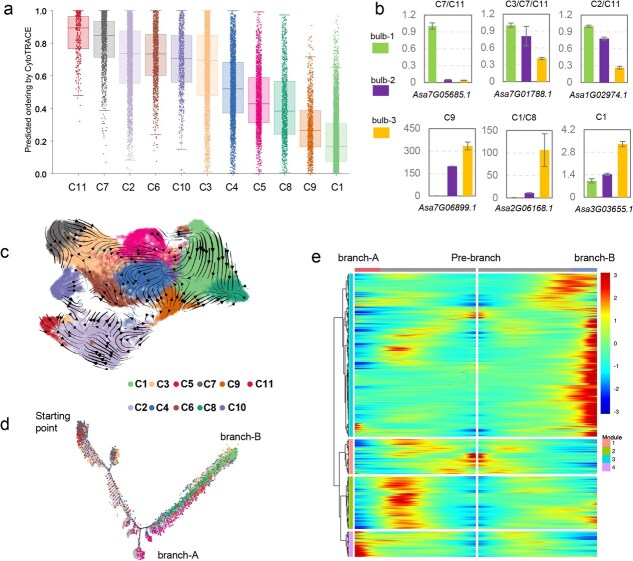
Cell differentiated trajectory of swelling clove. **(a)** Differentiation states of cells in each cluster predicted by CytoTRACE. (**b**) Relatively expressed levels of six cell-expressed-specifically genes in three bulb samples from the analysis of Real-time fluorescence quantitative PCR. The word above each histogram indicates the cell cluster expressed specifically for corresponding gene. (**c**) RNA velocity map of cells from 11 cluster. The direction of the arrow represents the direction of cell development. (**d**) Trajectory of clove cells along the pseudo-time path. Each dot represents a single cell. Two branches (Branch-A and Branch-B) are shown. (**e**) Heatmap showing the expression of the branch-dependent genes along the pseudo-time. The branch point (shown in the middle of heatmap; grey line) is the beginning of pseudo-time. Left (Branch-A) and right (Branch-B) sides of heatmap are the end of pseudo-time

**Figure 3:**
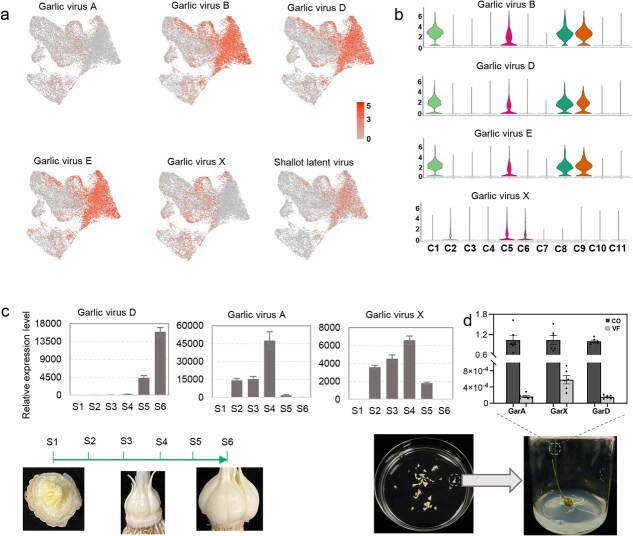
Cell-specific expression of garlic virus genes. (**a)** UMAP shows the expression of genes from six viruses in swelling cloves. *GarVAgp6*, *QY65.gp6*, *X660.gp6*, *GvEgp8*, *GarVXgp6*, and *GarLVgp6* were used to estimate the activity of garlic viruses A, B, D, E, and X, and the shallot latent virus, respectively. (**b)** Violin plots showed the expression of virus genes *X660-GP6* (Garlic viruses D), *GvEgp8* (Garlic viruses E), *GarVXgp6* (Garlic viruses X), and *QY65-gp6* (Garlic viruses B). (**c**), Relative expression level for genes of garlic virus A (*GarVAgp6*), D (*X660.gp6*), and X (*GarVXgp6*) in six stages of clove swelling growth. The bulb figures show the state of clove growth at the beginning (S1) and finishing sampling (S6). (**d**) Relatively expressed levels of *GarVAgp6* (GarA), *X660.gp6* (GarD), and *GarVXgp6* (GarX) in virus-accumulated (CO) and virus-free garlic. The virus-free garlic used is produced by a culture *in vitro* of young cloves. The *y* axis indicates a relative expression level.

We next estimated the cell differential direction of clove cells, as cells of meristem cells as a start point, using an RNA velocity analysis. The results revealed that meristem cells developed toward two directions, namely, C7 and C11 cells differentiated as C3 and C2 types, respectively, and then C2/C3 cells developed as other cell types (Fig. 2c). Further pseudo-time analyses using the cells of C7 and C11 as the starting point in cell differentiation verified two paths for the cell differentiation in the swelling clove (Fig. 2d). Most cells in one path were from C2, C5, and C6 (designated as ‘branch-A’), whereas most of C1, C8, and C9 cells were as another path (designated as ‘branch-B’; Supplementary Fig. 5). We also analyzed the expression level of genes in cells of branch-A and branch-B, compared to the pre-branched cells, resulting in an identification of four expressed modules (Fig. 2e). Genes in module 1 displayed a downregulated expression in cells of both branches, and were enriched in the GO terms associated with genome structure and regulation, such as ‘nucleosome’ and ‘DNA binding’ (Supplementary Fig. 6). Additionally, genes in module 3 showed upregulated expression in the cells of branch-B, and they displayed a significant enrichment in GO terms including ‘nucleus’ and ‘ATP binding’, whereas genes in module 4 displayed upregulated expression in the cells of branch-A, and were enriched in the ‘response to chitin’ and ‘ethylene-activated signaling pathway’ (Supplementary Fig. 6). These results implied that, with the differentiation of cells toward two directions, their functions demonstrated a distinct divergence.

### Cell-specific activity of accumulated viruses in cloves

Garlic production relies on vegetative propagation, resulting in virus accumulation. The single-cell transcriptomic atlas of swelling cloves enables observation of virus activity in cloves at single-cell resolution. We utilized BLASTX to analyze the scRNA-seq reads of three investigated cloves against protein sequences from the Non-Redundant Protein Sequence (NR) Database to identify viral reads. In total, we detected 44.9 million reads from 195 known viruses (Supplementary Data 3). Expression analysis of virus genes using these scRNA-seq reads indicated that garlic viruses A, B, D, E, and X and the shallot latent virus were prevalent in the investigated cloves, especially garlic viruses B, D, E, and X, whose genes showed the highest expression level among various detected viruses (Fig. 3a; Supplementary Fig. 7). Based on the expression level of the genes of each virus, we estimated the activity of the corresponding virus in various clove cell types. Investigation of cell-specific expression for four viruses with the highest activity in investigated cloves revealed that virus genes showed relatively low expression in meristem cells (C7 and C11) and C3, C4, and C10 cells; genes of garlic virus B, D, and E displayed high expression in C1, C8, and C9 cells, while the garlic virus X gene exhibited relatively high expression in C2, C5, and C6 cells (Fig. 3b). These findings suggested distinct viral activity features in the clove cells of the investigated samples.

We compared the activity of garlic viruses in three investigated samples based on the expression level of their genes. The result revealed that virus genes had scarce expression in cells of young clove—bulb-1, and those of four viruses (garlic viruses B, D, E, and shallot latent virus) showed considerable activity in clove cells of bulb-2 and bulb-3 (Supplementary Table 4 and Fig. 8). The gene activity of one of these four viruses, garlic virus D, was chosen randomly for further validation by real-time fluorescent quantitative PCR (qRT-PCR) analysis, and the result showed that, with the swelling and growth of cloves, the transcript abundance of its gene displayed a continuous increase (Fig. 3c). Interestingly, unlike the viruses mentioned above, the genes of garlic viruses A and X became inactive and scarcely appeared in the cells of the matured clove bulb-3 (Supplementary Table 4 and Fig. 8), which was further verified by qRT-PCR analysis (Fig. 3c). These findings suggested two distinct patterns of viral activity in the clove cells. Accordingly, we developed a method for culture young cloves *in vitro* (Supplementary Fig. 9), and the expression of viruses was significantly lower in leaves of *in vitro* cultured garlic than in those of control (Fig. 3d), further validating that limited viruses appeared in cells of young cloves. Because of the relatively high percent of meristem cells in young cloves (Supplementary Table 2), these findings from expression analysis and culture *in vitro* of young cloves further support the conclusion that garlic viruses possess limited activity in meristem cells.

### Gene expression in response to a viral infection

The co-expression of garlic and virus genes in 19 681 clove cells was investigated, resulting in the identification of 46 co-expressed modules (Fig. 4a). Genes of garlic viruses B, D, and E and the shallot latent virus co-expressed with 1378 garlic genes were grouped in one module (brown), whereas genes of garlic viruses A and X were identified in another co-expressed module along with 682 garlic genes (yellow; Fig. 4b; Supplementary Data 4). Garlic genes co-expressed with virus genes were significantly enriched in the GO functional terms associated with defense response, such as ‘defense response to insect’ (*P* = 8.90 × 10^−6^), ‘abscisic acid-activated signaling pathway’ (*P* = 6.13 × 10^−5^), and ‘regulation of defense response’ (*P* = 2.30 × 10^−12^) (Supplementary Figs 10 and 11). Many viruses depend on host heat stress proteins (HSPs) for folding, and host HSPs are frequently involved in viral infection [41]. Of the co-expressed genes, nine HSP genes showed co-expression with genes of garlic viruses B, D, and E and the shallot latent virus (*P* < 0.01), whereas two HSP genes were co-expressed with genes of garlic viruses A and X (Supplementary Figs 12 and 13), suggesting the potential involvement of these HSP genes in the viral infection of garlic. Further correlation analysis between the transcript abundance of co-expressed garlic and virus genes in clove cells identified three genes of which expression was correlated with those of garlic virus B and E genes, with a correlation coefficient of >0.7 (Fig. 4c and d; Supplementary Data 4); these genes encoded the disease-defense-related lectin protein [42]. Overall, co-expression analysis at the single-cell level identified numerous defense-responsive genes, providing an important basis for understanding the interactions between garlic and viruses.

**Figure 4:**
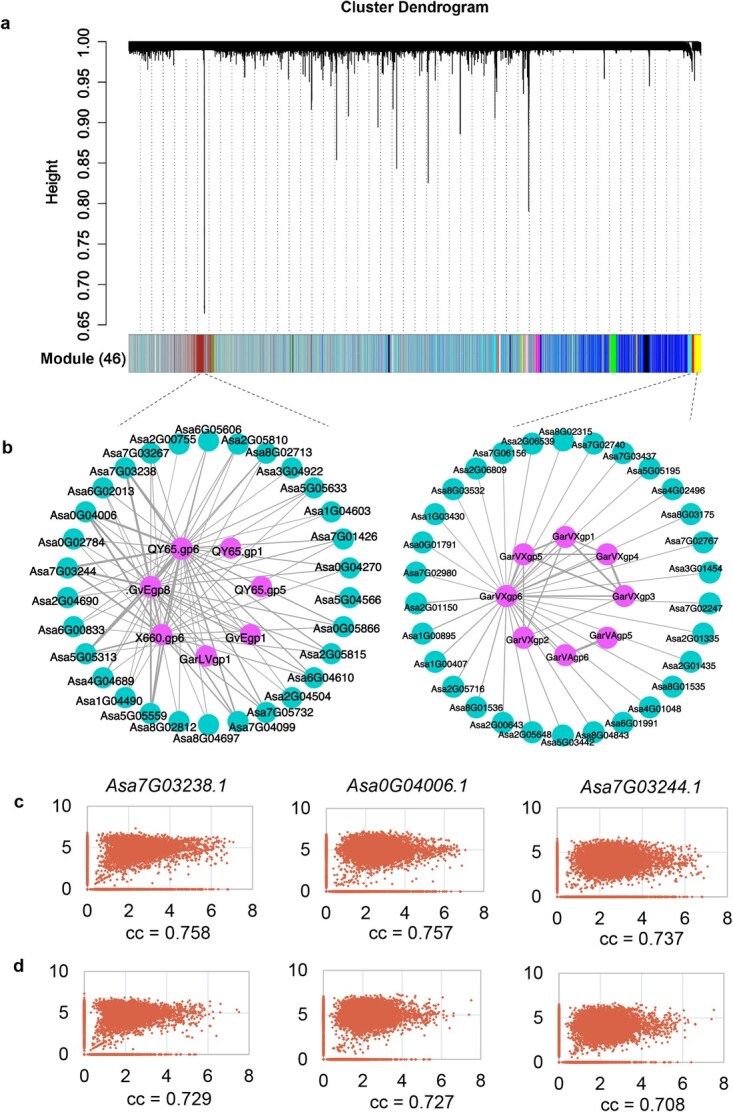
Co-expression of garlic and virus genes. (**a)** Cluster dendrogram of garlic and virus genes from the weighted gene co-expression network analysis. A total of 46 modules were identified and are indicated by different colors in the box below. (**b**) Top 30 garlic genes with correlations with virus genes in the expression of two co-expressed modules. Outer and inside circles indicate garlic and virus genes, respectively. (**c)** Correlation coefficient (cc) between the FPKM value of three garlic genes and *QY65.gp6* of garlic virus B in 19 681 clove cells. (**d)** Correlation coefficient between the FPKM value of three garlic genes and *GvEgp8* of garlic virus E in 19 681 clove cells

We developed virus-free garlic plants using the method of tip shoot culture. Favorable bulb performances in virus-free plants highlighted the impact of viruses on swelling growth of garlic bulb (Supplementary Fig. 14). Further RNA sequencing and metabolomic analysis identified 156 differential metabolites and 3308 differentially expressed genes (DEGs) in virus-infected garlic clove, compared to that of virus-free garlic plants (Supplementary Data 5 and 6; Supplementary Figs 15 and 16). 

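RNA was sequenced in 3 libraries for each group. By the paper's account these came from swelling bulbs of virus-free garlic, made by shoot tip culture, and of its parent, which had accumulated viruses. The paper's methods state that both were grown under a fly net, while the sample labels describe an insect-free greenhouse. The labels give planting in October 2019 and sampling in April 2020. The paper gives the start of the tip culture as November 2020 and propagation as October 2022. By these dates sampling came before the tip culture began, so the labels and the paper's account cannot both hold for these libraries. Which of them holds, and whether these libraries are of the plants the paper describes, cannot be told here. Nothing in the sources used here says how many plants make up a replication, so p-values measure the spread between these libraries. The authors trimmed the reads with fastp, aligned them with hisat2 to the garlic genome and deposited 1 FPKM value per gene and library (fragments scaled to gene length and to the mapped fragments of the library). The counting step is not given in the sources used here. The table holds 57561 genes, of which 19875 are listed at 0 in all 6 libraries.
The FPKM values of a library summed to 938819, 961314 and 960044 in virus-accumulated replicates 1, 2 and 3, and to 754677, 826959 and 919476 in the virus-free ones. Read totals are not given, but 99.99% of the 33859 genes above 0 in at least 3 libraries had values that were whole-number multiples of 1 step, within a tolerance of 0.001. From these steps, the depth relative to virus-accumulated replicate 1 was 1.082 and 1.156 for replicates 2 and 3 of that group, and 0.886, 0.857 and 1.123 for the virus-free libraries. The smallest whole numbers that fit summed to 10199678, 11427163 and 11534092 in the virus-accumulated libraries and to 7509847, 7805281 and 10861054 in the virus-free ones, which are lower limits on the fragments counted. Because FPKM is not a count, the groups were compared with limma on log2(FPKM + 1), with a trend of the variance on intensity and Benjamini-Hochberg adjustment. The test covered the 26393 genes with an FPKM of at least 1 in at least 3 libraries. Fold changes are on the log2(FPKM + 1) scale, which understates those of low genes.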

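Genes of ribosomal proteins and histones were mostly higher in virus-accumulated bulbs, and lectin genes were mostly lower, but no gene passed the test after adjustment. Of 26393 genes, 6651 (25.2%) were higher in the virus-accumulated library of each of the 3 pairs of equal replicate number and 5218 (19.8%) were lower in each, where chance gives 12.5% each way. The sources used here do not say what a number stands for, and the pairing rests mainly on number 3. The counts are of the deposited values without further scaling. The FPKM sum was larger in the virus-accumulated library of each pair. The median log2(FPKM + 1) of tested genes in virus-accumulated and virus-free libraries was 3.24 and 3.23 in pair 1, 3.23 in both of pair 2, and 3.17 and 3.19 in pair 3. The largest differences among genes without an annotation in the rows held of Supplementary Data 1 and 4 were in Asa3G01417, at an FPKM of 53.2 ± 10.9 in virus-accumulated and 2.66 ± 1.95 in virus-free bulbs (SD, n = 3), and in Asa8G02752, at 293 ± 121 and 25.5 ± 17.1 (SD, n = 3). Their log2 fold changes were 4.03 (standard error 0.44) and 3.65 (standard error 0.63), both with an adjusted p of 0.565 from limma. Asa7G03275 and Asa0G03404 were the unannotated genes with the largest differences downwards, with log2 fold changes of -3.47 (standard error 3.13) and -3.23 (standard error 3.07). Their values ran from 0 to 575.7 and from 1.04 to 1673 FPKM within the virus-accumulated group, and their log2 fold changes were -6.41 and -6.20 without virus-accumulated replicate 3 and -0.92 and -0.85 without virus-free replicate 3. The most abundant gene was Asa4G02790, matched to a peroxidase of another species, at 13107 ± 4213 FPKM in virus-accumulated and 12078 ± 5444 in virus-free bulbs (SD, n = 3).
The lowest adjusted p from limma over all genes was 0.565, so 0 genes were called, while 2246 genes had an unadjusted p under 0.05, 1221 of them higher and 1025 lower in virus-accumulated bulbs. With each library divided by its FPKM sum, 563 were higher and 1848 lower, and the median log2 fold change of all genes moved from 0.03 to -0.13. With quantile normalization 854 were higher and 1238 lower, and with voom, chosen after the data were seen, 589 and 1724. The paper's methods state a log2 fold change above 1 and a P under 0.05. Read here as an absolute fold change and an unadjusted p, these thresholds were passed by 574 genes, 315 higher and 259 lower. The direction of this majority turned with the scaling, to 183 higher and 534 lower with the FPKM sum, 281 and 286 with the median of ratios, 260 and 297 with quantile normalization and 229 and 726 with voom. With the replicate number as a block, 0 genes passed after adjustment (lowest adjusted p 0.111), 5391 had an unadjusted p under 0.05 and 1227 passed the paper's thresholds. The libraries numbered 3 stood apart from the other 4, with a Pearson's r across genes of 0.955 between virus-accumulated and virus-free replicate 3, against 0.806 and 0.837 between virus-accumulated replicate 3 and the others of its group. Values with a single library left out therefore carry part of the difference of number 3, because the replicate numbers are then unbalanced between the groups. With only the libraries numbered 1 and 2, a choice made after the data were seen, 5420 genes had an unadjusted p under 0.05, 1904 passed the paper's thresholds and 0 passed after adjustment.

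**Figure D1:**
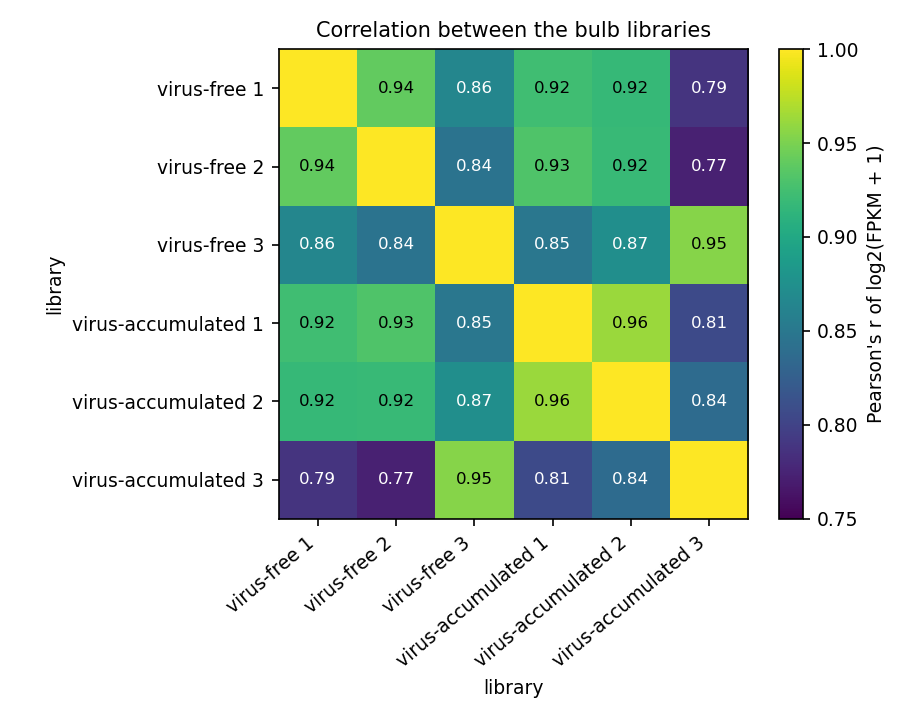
Pearson's r of log2(FPKM + 1) across the 26393 genes tested, for each pair of the 6 bulb libraries (both axes list the libraries by group and replicate, the colour and number give r). The libraries numbered 3 of the 2 groups have an r of 0.955 with each other.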

Of the co-expressed garlic genes in modules brown and yellow, 303 (22.0%) and 175 (25.7%) showed an expressed difference between cloves of virus-free and virus-invasive garlic (Fig. 5a), implying their involvement in the viral immunity response. Additionally, the metabolomic analysis indicated a significant downregulation in the glutathione level but a distinct increase in its precursor γ-glutamylcysteine in virus-infected garlic clove, with a content of 0.72- and 3.28-fold compared to that in virus-free garlic clove, respectively (Fig. 5b and c). 

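The lectin genes of Fig. 4c, matched to lectins of other species, were lower in the virus-accumulated library of each of the 3 pairs, and far higher in the libraries numbered 3 than in the others of either group. Asa0G04006 had an FPKM of 3.12, 7.36 and 3315 in virus-accumulated replicates 1, 2 and 3, and of 127 and 170.04 in virus-free replicates 1 and 2 and 15926 in replicate 3. Asa7G03238 had 7.39, 24.3 and 1124 FPKM in virus-accumulated and 155, 272 and 8334 FPKM in virus-free bulbs. Asa7G03244 had 2.60, 5.76 and 1756 FPKM against 47.3, 75.5 and 7017 FPKM. Their log2 fold changes were -3.86 (standard error 3.05), -3.51 (standard error 2.24) and -3.08 (standard error 2.92), with adjusted p of 0.747, 0.687 and 0.789 from limma. They were -6.91, -5.60 and -5.91 without virus-accumulated replicate 3, and -1.61, -1.74 and -0.80 without virus-free replicate 3. With the replicate number as a block the standard errors were 0.52, 0.27 and 0.36 and the adjusted p from limma 0.128, 0.111 and 0.128.
Of the 11 heat shock genes of Supplementary Figs 12 and 13, 10 passed the filter, 5 of them were lower and 1 was higher in the virus-accumulated library of each pair, and 0 passed the test. Asa6G00396, matched to a heat shock cognate protein, a chaperone, was at 66.8 ± 3.82 FPKM in virus-accumulated and 116 ± 7.01 FPKM in virus-free bulbs (SD, n = 3), without overlap between the groups. Its log2 fold change was -0.79 (standard error 0.15, adjusted p = 0.565 from limma). Asa8G04853, matched to another heat shock protein, was at 14.8 ± 10.1 and 36.05 ± 18.9 FPKM (SD, n = 3), with a log2 fold change of -1.29 (standard error 0.53). Asa2G05716, matched to a heat shock cognate protein, was the member higher in each pair, at 1596 ± 270 and 1130 ± 318 FPKM (SD, n = 3). Asa5G03685 lay below the filter, at 0.269 ± 0.293 and 1.32 ± 1.14 FPKM (SD, n = 3). The names come from the first 661 of the 16970 rows of Supplementary Data 4, so the share of co-expressed genes that differed was not computed. From the overlap of the co-expressed genes with the DEGs, the paper proposes that these genes take part in the immune response to viruses.

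**Figure D2:**
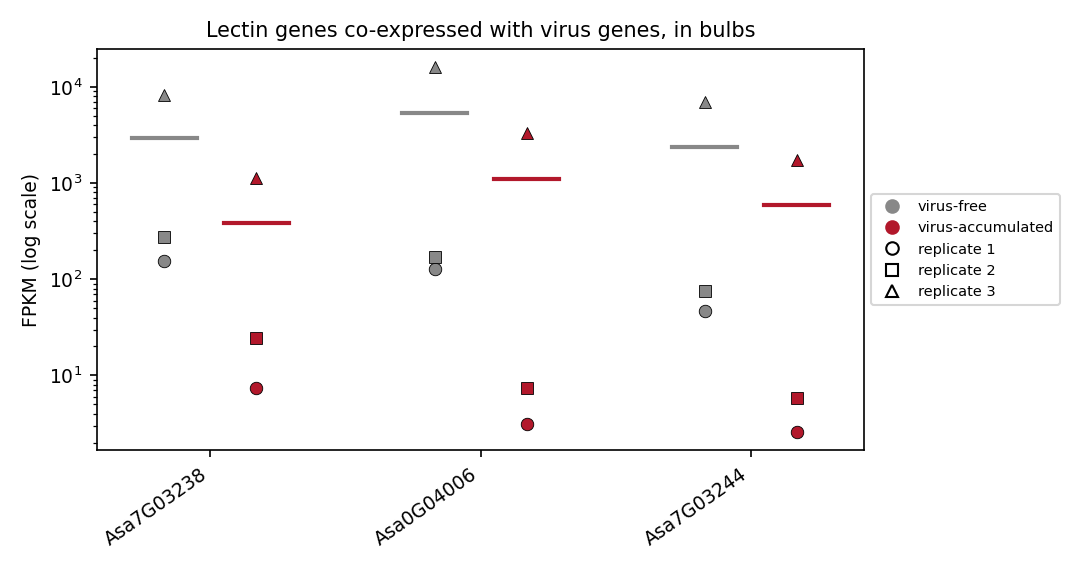
FPKM of the lectin genes of Fig. 4c on a log axis, with 1 point per library (shape, replicate) and a bar at the mean of each group of 3. In each gene both libraries numbered 3 lie above the other 4, and each virus-accumulated library lies below the virus-free one of its number.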

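Of the 6 genes labelled in Fig. 5d, 5 were higher on average in virus-accumulated bulbs and 1 was lower, and none passed the test. Asa2G01905, matched to a cytosolic glutathione reductase, which restores oxidised glutathione, was at 415 ± 53.4 FPKM in virus-accumulated and 275 ± 75.8 FPKM in virus-free bulbs (SD, n = 3). It was higher in each of the 3 pairs, with a log2 fold change of 0.62 (standard error 0.26, adjusted p = 0.586 from limma). This fold change was 0.42 with scaling to the FPKM sum and 0.22 with quantile normalization. The other 5 genes are drawn in Fig. 5d as glutathione synthetases. In the rows held of Supplementary Data 4, 4 of them are matched to glutamate synthases of other species, and Asa1G04138 is not among those rows. Asa0G00749 was at 78.9 ± 37.3 and 48.8 ± 6.30 FPKM (SD, n = 3) and Asa0G00750 at 48.6 ± 23.8 and 31.3 ± 3.17 FPKM (SD, n = 3) in virus-accumulated and virus-free bulbs. Asa1G04138 was at 186 ± 121 and 123 ± 48.1 FPKM (SD, n = 3) and Asa1G04136 at 99.8 ± 66.9 and 64.5 ± 28.5 FPKM (SD, n = 3). Their log2 fold changes were 0.55, 0.47, 0.33 and 0.37, with standard errors of 0.42, 0.43, 0.72 and 0.76. With scaling to the FPKM sum they were 0.36, 0.28, 0.14 and 0.18, and with quantile normalization 0.38, 0.35, 0.064 and 0.17. These 4 genes were higher in virus-accumulated bulbs in pairs 1 and 2 and lower in pair 3. Without virus-accumulated replicate 3 their log2 fold changes were 1.03, 0.97, 1.13 and 1.196, and without virus-accumulated replicate 2 those of Asa0G00749 and Asa0G00750 were 0.27 and 0.20. Those of Asa1G04138 and Asa1G04136 turned to -0.11 and -0.10 without virus-accumulated replicate 1 and to -0.012 and -0.068 without virus-free replicate 3, and were -0.026 and 0.024 without virus-accumulated replicate 2. Asa5G03073 was lower, at 6.53 ± 1.76 and 8.23 ± 0.291 FPKM (SD, n = 3), with a log2 fold change of -0.32 (standard error 0.23) that was -0.14 without virus-accumulated replicate 1 and -0.49 without virus-accumulated replicate 3.
At an unadjusted p under 0.05 in limma, 0 of the 6 genes were higher, and 1, Asa2G01905, with the replicate number as a block. With only the libraries numbered 1 and 2, 5 of the 6 were higher, with log2 fold changes of 0.92, 0.90, 0.79, 0.76 and 0.74 for Asa0G00749, Asa0G00750, Asa1G04138, Asa1G04136 and Asa2G01905, and none passed after adjustment over all genes (lowest adjusted p 0.0792).

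**Figure D3:**
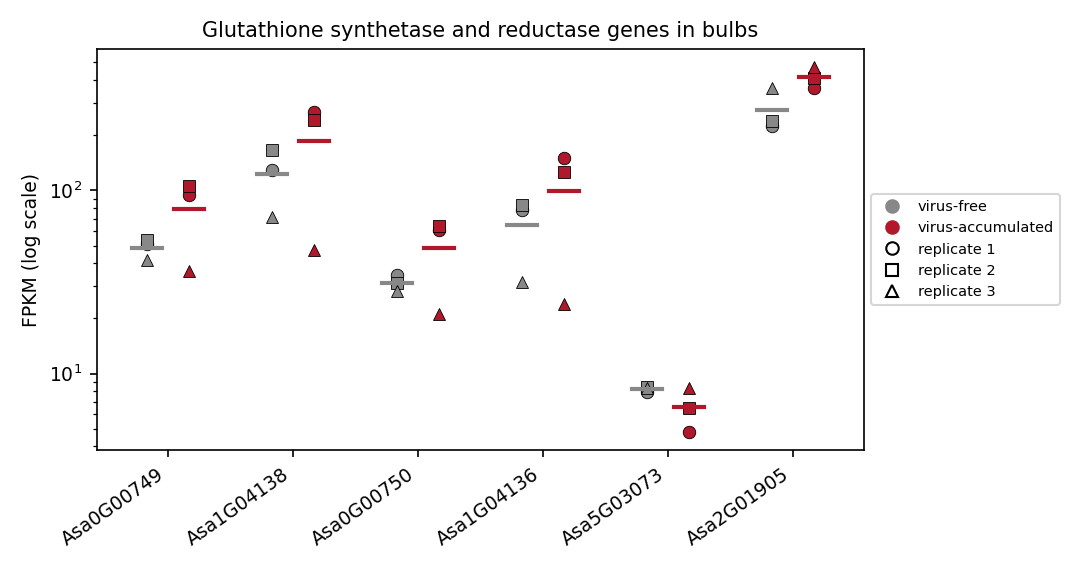
FPKM of the 6 genes of Fig. 5d on a log axis, with 1 point per library (shape, replicate) and a bar at the mean of each group of 3. The triangles, replicate 3, lie below the other replicates in Asa0G00749, Asa1G04138, Asa0G00750 and Asa1G04136 in both groups.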

Interestingly, there were five glutathione synthase and one glutathione reductase gene that co-expressed with virus genes, five of which displayed up-regulated expression in virus-invasive garlic clove (Fig. 5d and e), which seems to be contradictory with the reduction of glutathione content in virus-infected garlic clove. Alliin is biosynthesized from glutathione, and the reduction of glutathione caused a synchronous decrease in some intermediate metabolites for alliin biosynthesis (Fig. 5c). Notably, several genes in the alliin-biosynthetic pathway, (e.g. gamma-glutamyltranspeptidase genes and flavin-containing monooxygenase genes [43]), showed co-expression with virus genes in clove cells (Fig. 5e).

**Figure 5:**
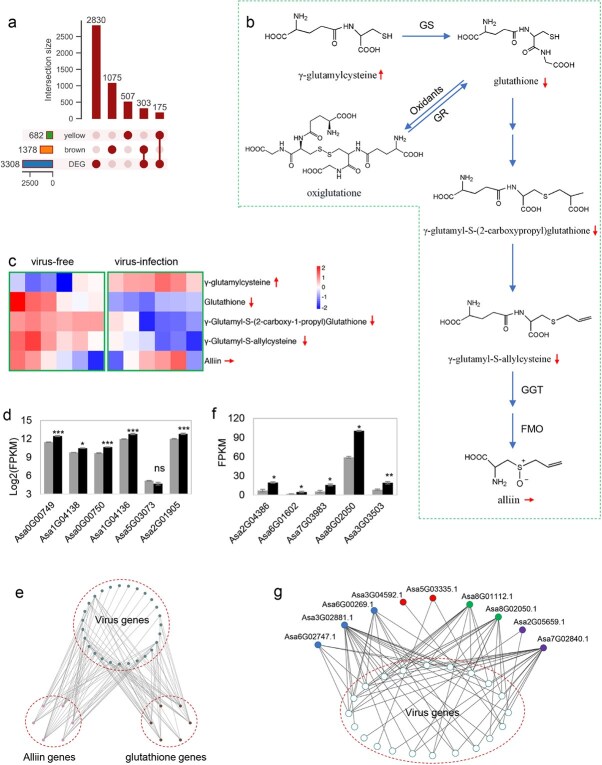
Interaction between the genes of garlic and viruses. (**a)** Upset Venn diagram showing the overlap number of co-expressed garlic genes in the yellow and brown modules and DEGs between virus-invasive and virus-free garlic. The horizontal histogram at the left shows the total gene number in the three investigated gene sets. The vertical histogram at the top shows the number of unique and common genes. The bright dots represent the presence of the genes in the gene sets listed on the left side, while the light dots represent their absence. The vertical column with only one bright dot represents unique genes in the corresponding gene set. The vertical column with more than one bright dot represents the common genes for multiple gene sets. (**b**) A putative pathway of biosynthesis and oxidant of glutathione, and its metabolism as the substrate of alliin. GS, glutathione synthetase; GR, glutathione reductase; GGT, gamma-glutamyltranspeptidase; FMO, flavin-containing monooxygenase. (**c**) Heatmap showing the difference in focused metabolites in six virus-free and six virus-invasive garlic individuals. Up, down, and horizontal arrows in the right of metabolite in (**b**) and (**c**) represent a significant increase, decrease, and no change for corresponding metabolite between virus-free and virus-infected garlic. (**d**) Expressed difference of five glutathione synthetase genes and one glutathione reductase gene between virus-free and virus-infected garlic. The *y* axis indicates the value of log_2_ (FPKM). For each gene, the left and right represent the log_2_ (FPKM) value of the gene in virus-free and virus-infected garlic, respectively. (**e**) A schematic diagram visualizes the co-expression between viral genes, alliin biosynthetic genes, and glutathione-related genes. (**f**) Expressed difference of five RNA silencing-related genes between virus-free and virus-infected garlic. ^***^, ^**^, and ^*^ in (**d**) and (**f**) indicate significance at 0.001, 0.01, and 0.05, respectively. (**g**) A schematic diagram visualizes the co-expression between viral genes and RNA silencing-related genes

RNA silencing functions as a primary immune defense of viruses in plants, and some proteins including RNA-dependent RNA polymerases (RDRs), dsRNA-specific endoribonuclease Dicer or Dicer-like (DCL) proteins, argonaute (AGO) proteins, and aminophospholipid transporting ATPase 1 (ALA1) play pivotal roles in this immune process [44]. In this study, we identified five DEGs related with RNA-silencing between virus-free and virus-accumulated garlic plants (Fig. 5f), including one ALA1-like gene (*Asa2G04386.1*), two RDRs-encoding genes (*Asa3G03503.1* and *Asa8G02050.1*), one AGO-like gene (*Asa6G01602.1*), and one DCL-encoding gene (*Asa7G03983.1*). 

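The 5 genes were lower on average in virus-accumulated than in virus-free bulbs, and none passed the test. Asa8G02050, whose product is an RNA-dependent RNA polymerase that makes double-stranded RNA, was at 57.1 ± 1.58 FPKM in virus-accumulated and 74.3 ± 5.05 FPKM in virus-free bulbs (SD, n = 3). Its log2 fold change was -0.37 (standard error 0.15, adjusted p = 0.577 from limma). The other polymerase gene, Asa3G03503, was at 8.88 ± 3.07 and 13.6 ± 0.680 FPKM (SD, n = 3), with a log2 fold change of -0.61 (standard error 0.26, adjusted p = 0.586 from limma). In these 2 genes every virus-accumulated library lay below every virus-free one. Asa7G03983, the Dicer-like gene, was at 5.29 ± 2.01 and 9.12 ± 2.53 FPKM (SD, n = 3), a log2 fold change of -0.71 (standard error 0.34, adjusted p = 0.609 from limma), or -0.41 without virus-accumulated replicate 1. The ALA1-like gene Asa2G04386 was at 9.41 ± 3.52 and 13.9 ± 3.21 FPKM (SD, n = 3), a log2 fold change of -0.55 (standard error 0.33), or -0.25 without virus-accumulated replicate 2. Both were lower in pairs 1 and 2 and higher in pair 3. The argonaute-like gene Asa6G01602 was at 1.97 ± 0.680 and 2.07 ± 0.503 FPKM (SD, n = 3), a difference within the spread, and its log2 fold change of -0.06 ranged from -0.21 without virus-free replicate 3 to 0.13 without virus-accumulated replicate 2, and was 0.02 without virus-free replicate 1.
Of the 5 genes, 0 passed when adjusted over the list alone, which the study chose on these samples, and 0 reached the paper's thresholds. With only the libraries numbered 1 and 2, 3 were lower when adjusted over the list alone.

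**Figure D4:**
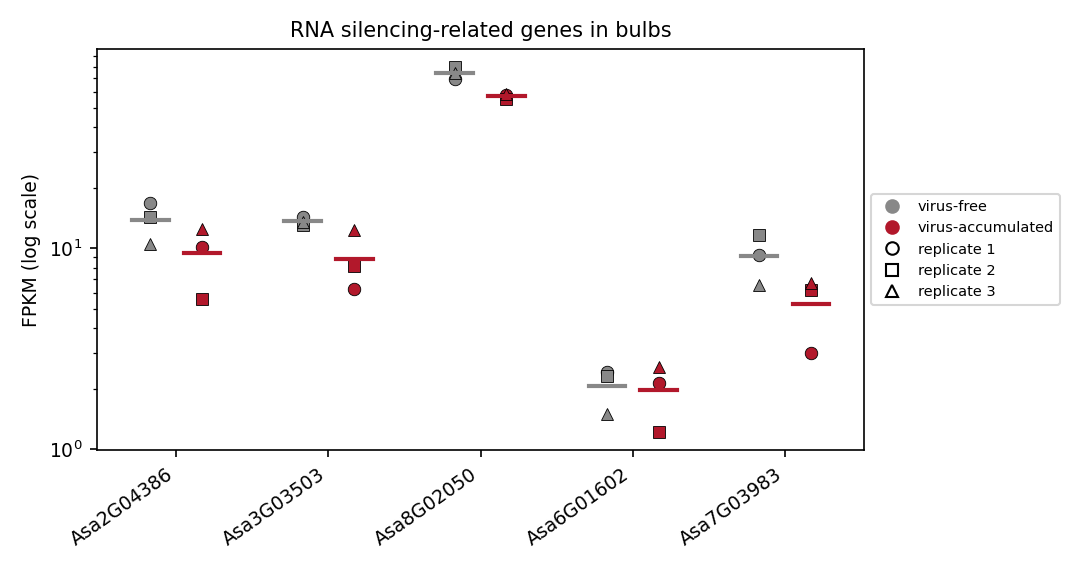
FPKM of the 5 genes on a log axis, with 1 point per library (shape, replicate) and a bar at the mean of each group of 3. The groups do not overlap in Asa8G02050 and Asa3G03503, and overlap in the other 3 genes.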

Besides, nine genes encoding the homologous proteins of AGO, ALA1, RDR, and DCL showed a co-expression with virus genes in clove cells (Fig. 5g). These findings implied a potential involvement of RNA silencing in viral immune defense of garlic.

## Discussion

Although the significance of cloves is great in garlic production because they are consumed as both edible and asexually reproduced organs, current understandings of clove growth remain limited. This study characterized the single-cell transcriptomic landscape of swelling cloves, and uncovered the cell differentiation trajectory of swelling clove. Recent single cell-RNA sequencing of garlic basal plate in which inflorescence begins formation has identified ten cell clusters, and they differentiate toward two cell branches [45]. Interestingly, cells at different branch show differential association with reproductive transition [45], indicating the divergency of function for these differentiated cells. Similarly, two cell developed paths that respectively start from C7 and C11 cells are identified in the swelling clove in this study. According to the cell trajectory, C1 cells are at the end of the differentiation road of clove cells. C1 cell-expressed-specifically genes display higher expression in the mature bulb-3 than in the other samples. Additionally, there are 58.9% of bulb-3 cells to be the C1 type (Supplementary Table S2). Because parenchyma cells are the most prevalent type in the flesh of mature clove, our evidences supported that C1 cells are parenchyma type. The single-cell transcriptomic atlas provides important resource for researching cell-specific gene expression of swelling clove, which is helpful for comprehensively elucidate the bulb organogenesis.

A significant advancement of this study was the discovery of the invasive virus activity features in swelling cloves at single-cell resolution. Viruses are widespread in plants, and viral diseases have profound effects on crop production. Plant stem cells remain virus-free due to the protective *WUSCHEL*-mediated antiviral immunity system [24]; however, cells become susceptible to viral intrusion as they differentiate and develop. The exact nature of virus activity in cells during this process has remained largely unknown. Cultivated garlic is completely sterile, and once a garlic plant is infected by viruses and adapts to their infection, these viruses persist in its clonal offspring indefinitely. Therefore, garlic serves as an ideal species for studying the evolutionary adaptation of plants to virus infection. scRNA-seq effectively detects virus genes even though they typically lack polyA sequences [46], suggesting that scRNA-seq is a valuable tool for analyzing the interaction between pathogenic microorganisms and host organisms at the single-cell level. Herein, scRNA-seq analysis revealed the active characteristics of invasive viruses in cloves under swelling growth at single-cell resolution. Limited viruses appeared in the cells of young cloves, suggesting that, of reads sequenced from cloves, those aligned into viral genes were from the viruses, but not from viral elements of garlic genome. Furthermore, the method of culturing the young cloves *in vitro* has been developed as a new and straightforward strategy for removing viruses from garlic, which could potentially replace the labor-intensive isolation and time-consuming culturing of shoot tips.

Virus infection often involves hijacking host genes to complete their replication, leading to an expression response to infection. Traditionally, a combination of yeast two-hybrid screening, co-IP, and/or mass spectrometry has been used to identify the interaction partners of viral proteins [47]. Recently, a TurboID-based proximity labeling approach has been proposed for detecting host factors involved in plant virus replication [41]. In the present study, many garlic genes have been identified with a co-expression with virus genes at the single cell level, and 23.2% of them were further compared by an expression comparison between virus-free and virus-infected garlic. In our transcriptomic comparison, because of the usage of virus-invasive garlic that experiences a perennial accumulation of viruses, there were some stress-responsive genes that might have adapted to the stress condition of virus infection or some genes that show a transient response to virus invasion; accordingly, it is difficult to detect their responses to virus invasion in our transcriptomic comparison. Additionally, transcriptomic analysis quantifies the gene expression level by estimating the average transcript abundance of gene in all cells of investigated sample, and its sensitivity in identifying DEGs is poorer than the single cell investigation. Notably, the virus-infected garlic used for transcriptome analysis in this study accumulates numerous viruses, which probably possess an antagonistic effect in inducing the expression of some garlic genes. All these are potential reasons for the fact that the expression response of >70% of co-expressed genes to viruses fails to be detected in the transcriptomic comparison between virus-free and virus-accumulated garlic.

Even so, some virus infection-responsive glutathione synthase/reductase genes are identified in this study. In plants, glutathione is deemed a master antioxidant in the regulation of resistant and susceptible host–plant virus interaction [23], because it can enable precise direct or indirect control of reactive oxygen species, which often accumulate or produce at high levels during biotic stress, thereby reducing damage to the cells [48, 49]. In the present study, the co-expression of glutathione-related genes with virus genes and their up-regulated expression in virus-invasive garlic suggest a response of glutathione-related genes to virus invasion in garlic. 

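Of 22 tested genes of glutathione metabolism and glutathione S-transferases, listed from annotation words in Supplementary Data 1 and 4, 5 were higher and 5 lower in the virus-accumulated library of each of the 3 pairs. Over all tested genes the shares were 25.2% higher and 19.8% lower. The words were glutathione and gamma-glutamyl, and most of these genes are not those of Fig. 5d, so the list does not check that figure. The values below are of the 22 genes. Their median log2 fold change was -0.12, and was 0.05, 0.18 and -0.41 in pairs 1, 2 and 3. In limma 0 passed over all genes and 1 was lower when adjusted over the list alone, and 0 passed so when any library other than virus-free replicate 2 was left out. With the replicate number as a block, 2 were higher and 2 lower when adjusted over the list alone, and with only the libraries numbered 1 and 2 none was. The median turned to 0.10 with array weights per library, to 0.0066 without virus-accumulated replicate 2, to 0.06 without virus-accumulated replicate 3 and to 0.14 with only the libraries numbered 1 and 2, and was -0.31 with scaling to the FPKM sum.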

Theoretically, an increase of 3.28-fold in precursor and a higher expression level of enzyme genes for catalyzing the precursor to generate glutathione should increase glutathione level accumulated in virus-invasive garlic. However, the actual content of glutathione is lower in virus-infected garlic than in virus-free garlic, and a mechanism underlying this unexpected finding need to be further explored. Furthermore, this study identifies nine genes encoding the homologous proteins involved in RNA-silencing. These findings imply a complex defense mechanism against the virus invasion in garlic. Altogether, this study proves co-expression analysis between the genes of viruses and host plants at the single cell level to be an alternative approach for identifying virus infection-responsive genes.

Notably, this study focuses on the overall landscape of accumulated viruses in garlic. 

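In the comparison of virus-accumulated with virus-free bulbs, most ribosomal protein and histone genes were higher in the virus-accumulated library of each pair, and 4 of 6 lectin genes were lower. Over all tested genes, 25.2% were higher and 19.8% lower in each pair, and the counts of the lists below are to be read against these shares. Counts by pair are of the deposited values without further scaling. Like those with the block, they rest on the replicate numbers, and the pairing of numbers 1 and 2 is not settled. Of 129 ribosomal protein genes, 118 were higher in the virus-accumulated library of each of the 3 pairs and 0 were lower, with a median log2 fold change of 0.69. Of 107 histone genes of Supplementary Data 2, which the study lists for meristem cells, 90 were higher in each pair and 0 were lower, with a median of 1.32. Of 14 tubulin and cyclin genes, components of the cytoskeleton and the cell cycle, 9 were higher and 2 lower in each pair, with a median of 0.50. Of 21 genes of cell wall loosening, 10 were higher and 0 lower in each pair, with a median of 0.85 that was 1.22, 1.62 and 0.09 in pairs 1, 2 and 3. Of 22 genes of chitinases and other pathogenesis-related proteins, 7 were higher and 0 lower in each pair, with medians of 1.08, 0.69 and -0.09 in pairs 1, 2 and 3 and an overall median of 0.38 that ranged from 0.10 without virus-free replicate 3 to 1.63 without virus-accumulated replicate 3. Of 12 genes of fructan metabolism, which handle the storage sugar of the bulb, 5 were higher and 1 lower in each pair, and the median of 0.58 turned to -0.25 without virus-accumulated replicate 3 and to -0.07 without virus-free replicate 2, and ranged from 0.18 to 1.195 when another library was left out. Of 30 cytochrome P450 genes 1 was higher and 12 were lower in each pair, and of 86 genes of heat shock proteins and chaperones 8 were higher and 32 lower. Of 6 lectin genes 1 was higher and 4 were lower in each pair, with a median of -2.91.
Without virus-accumulated replicate 3 the medians were 0.36 for ribosomal proteins, 0.48 for histones, 0.08 for cytochromes P450 and -5.56 for lectins, and without virus-free replicate 3 they were 1.04, 2.18, -0.57 and -0.64. With only the libraries numbered 1 and 2 they were 0.70, 1.27, -0.27 and -3.43. Quantile normalization gave 0.36 for ribosomal proteins and 0.29 for tubulins and cyclins, and scaling to the FPKM sum 0.31 for the latter and -0.54 for cytochromes P450. The median of the cell wall genes was 1.54 without virus-accumulated replicate 3 and 1.42 with array weights, and that of the histones 0.75 without virus-free replicate 2. The lectins had medians of -1.32 and -1.71 without virus-accumulated replicates 1 and 2 and of -4.38 without virus-free replicate 1. In limma 0 genes of these lists passed over all genes. Adjusted over the list alone, 2 tubulin or cyclin genes were higher and 1 lower, 2 cytochromes P450 were lower, and 0 genes of the other lists named here passed. Of the tubulins and cyclins 0 passed so when any library other than virus-free replicate 3 was left out, and of the cytochromes P450 0 passed when replicate 1 or 2 of either group was. With the replicate number as a block, 91 ribosomal protein and 86 histone genes were higher and 0 lower when adjusted over the list alone, along with 8 tubulin or cyclin genes higher and 2 lower, 1 cytochrome P450 higher and 5 lower, 1 lectin higher and 4 lower, 4 heat shock genes lower, 2 chitinase or pathogenesis-related genes higher and 1 fructan gene higher. With only the libraries numbered 1 and 2, adjusted likewise, 79 ribosomal protein, 17 cell wall, 10 chitinase or pathogenesis-related and 6 fructan genes were higher and 0 lower. The numbers higher and lower were then 65 and 1 for histones, 6 and 2 for tubulins and cyclins, 3 and 4 for cytochromes P450, 1 and 4 for lectins and 2 and 4 for heat shock genes. The libraries numbered 3 differed from the others of their group in the same genes, with median log2 differences of 2.59 and 2.67 for histones, 0.95 and 1.09 for ribosomal proteins, 7.29 and 6.04 for lectins and -3.52 and -1.59 for chitinases and pathogenesis-related proteins in virus-accumulated and virus-free bulbs. They were 3.09 and 2.90 for fructan genes, -1.57 and -0.36 for cell wall genes and -1.29 and -1.09 for cytochromes P450.

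**Figure D5:**
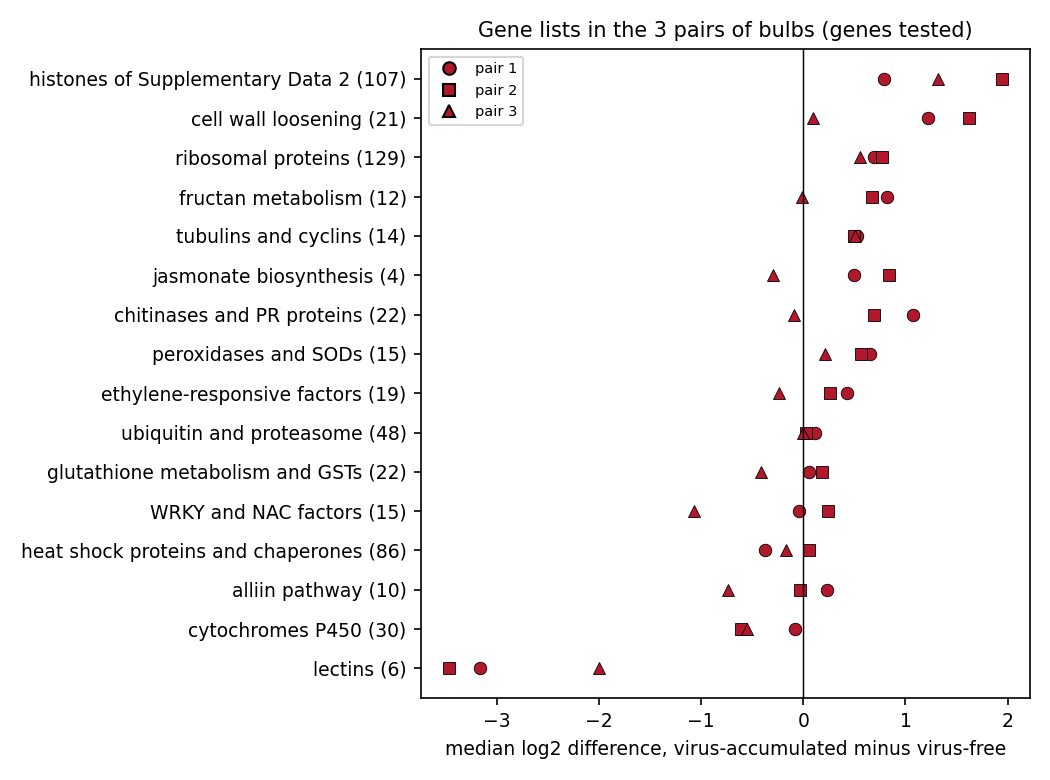
Median log2 difference, virus-accumulated minus virus-free, of 16 gene lists (genes tested in brackets) in each of the 3 pairs of bulbs. Ribosomal proteins, histones, tubulins and cyclins, cell wall loosening, and peroxidases and superoxide dismutases lie above 0 in each pair, and lectins and cytochromes P450 lie below 0.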

Significant impact on gene expression in virus-accumulated garlic has been found by comparing to virus-free garlic in which all viruses are removed. However, it is difficult to determine which virus is crucial in influencing the bulb growth, although several viruses have been identified to be prevalent in bulb. This study reveals a negative effect of accumulated viruses to bulb growth, which is accordant with the finding of previous study [20]. Additionally, the accumulation of various viruses leads to a significant decrease in the precursors of alliin, indicating a potential impact of them on garlic quality. Because viruses display few activities in meristem cells, and are active in cells of clove under medium and late-term of development, the impact of viruses on bulb yield and quality may take place mainly in the medium and late-term of clove swelling, which provides a guidance for the garlic cultivation in resisting viral disease.

## Materials and Methods

### Plant materials and phenotype

To estimate the accumulation of viruses in garlic variety Ershuizao, we performed an RNA sequencing for its clove. After filtering the reads that could mapped into garlic genome, 19.7% of reads were found from known viruses by searching against the NR database (Supplementary Fig. 17), using the software diamond [50], with default parameters. Therefore, the cloves of this material were deemed to be qualified for conducting scRNA-seq. From 1 January 2022, three garlic individuals were monitored daily for clove development until the collection of all three samples. Subsequently, the cloves, referred to as bulb-1, bulb-2, and bulb-3, were collected on 25 January, 10 March, and 29 March, respectively, from 10, 3, and 3 individuals, respectively.

### Sample preparation and protoplast isolation

To isolate protoplasts, all cloves from 10 individuals (bulb-1), 3 individuals (bulb-2), and 3 individuals (bulb-3) were mixed and utilized as the sample for the corresponding growth stage. For protoplast isolation, freshly washed samples were initially cut into small pieces with a sharp blade and promptly placed in an enzymatic digestion solution comprised of 3% (w/v) cellulase R-10, 1.5% crude granzyme R-10, 0.3% pectinase Y-23, 0.25% BSA, 5 mM MES, and 8% (w/v) mannitol (free of Ca^2+^ and Mg^2+^). Care was taken to ensure that the tissue was completely submerged. Petri dishes containing the sample and digestion solution were sealed with film and placed on a constant-temperature metal bath at 25°C for approximately 30 min for complete tissue submersion. Subsequently, enzymatic digestion was performed at 25°C and 200 rpm for 1–2 h. The tissue was then filtered through a 40-μm cell sieve, washed with WI solution, and filtered again until the volume reached 10 ml. The filtrate was then divided into two tubes and centrifuged at 100 × g for 7 min at room temperature. The pellet was resuspended in WI solution, examined under a microscope, and counted. Following this, the suspension underwent centrifugation at 200 × g for 7 min at 25°C. This process was repeated after washing with WI solution. Subsequently, the protoplasts were rinsed 3–4 times with 8% mannitol at 25°C.

### scRNA-seq library construction and sequencing

The library was constructed utilizing a Chromium Next GEM Single Cell 3′ GEM, Library, and Gel Bead Kit v3.1 (10x Genomics, USA) following the manufacturer's instructions. To ensure single-cell resolution, cells were delivered at a limited dilution to produce single-cell gel beads-in-emulsion (GEMs). The 10× Genomics instruments mix individual cells with individual GEMs via the oil phase to form small water-in-oil droplets, which then disrupt the cell membrane and release the mRNA from the cells. The free mRNA mixes with the water in the droplet and comes into contact with reverse transcriptase, nucleic acid primers bound to gel beads, and dNTP substrate. A reverse transcription reaction then occurs in which the mRNA binds to the labeled DNA molecules on the gel beads and reverse transcribes the cDNA in the presence of reverse transcriptase. The full-length cDNA is fragmented by enzymatic cleavage, and the read 1 primer is added to the molecule during GEM incubation, followed by end-repair, A-tail, and adapter ligation of the read 2 primer sequence. Immediately thereafter, library construction was completed by PCR reaction incorporation of Index, P5, and P7. Finally, these libraries were subjected to paired-end sequencing using the Illumina NovaSeq 6000 system (Illumina, San Diego, USA).

### Data analysis and clustering

The raw data from scRNA-seq were processed using the official 10x Genomics software CellRanger (v7.0.1) (https://support.10xgenomics.com/single-cell-gene- expression/software/pipelines/latest/what-is-cell-ranger) for quality statistics and comparison to the reference garlic genome (GenBank accession No.: GCA_014155895.2). Additionally, the viral genome was added to the references to quantify the expression levels of virus genes. Briefly, scRNA-seq reads were aligned into the NR database of the National Center for Biotechnology Information (NCBI), and the number of reads from each virus was counted. The top six virus genomes, i.e. garlic virus A (GCA_000848665.1), garlic virus B (GCA_000928855.1), garlic virus D (GCA_000915015.1), garlic virus E (GCA_000852345.1), garlic virus X (GCA_000856365.1), and the shallot latent virus (GCA_031105625.1), were then added as references for analysis using CellRanger software (v7.0.1). The software allowed quantification of high-throughput single-cell transcriptome data and further quality control of the data through the Seurat (v4.0.0) software package [30]. To eliminate low-quality cells and potential multiplets (a major issue in droplet-based experiments), several criteria were employed to further control the data quality: (i) Only cells expressing a gene count between 500 and 10 000 were considered; (ii) Cells with unique molecular identifiers (UMIs) greater than 50 000 and less than 500 were filtered out; (iii) Genes expressed in fewer than three cells were removed. Furthermore, the DoubletFinder software package (version 2.0.2) [51] was utilized to identify potential doublets. Following the application of these quality control standards, 19 681 single cells were included in downstream analysis. The library size was normalized using the NormalizeData function in Seurat to obtain normalized counts. Using the FindVariableGenes function within the Seurat software package, highly variable genes (HVGs) were selected. Principal component analysis was performed on the expression profiles of the HVGs. Subsequently, the batch effect was removed using the mutual nearest neighbor approach from the Batchelor software package [52]. Then, utilizing the FindClusters function within the Seurat software package, cells were clustered based on their gene expression profiles. The results were visualized on a two-dimensional space using the two-dimensional uniform manifold approximation and projection (UMAP) algorithm.

### Identification of expressed genes in various cell clusters

For each gene, the number of cells in which the gene was expressed was determined and used to calculate the ratio of gene-expressed cells in one cell cluster (pct1) and the second cluster (pct2). Then, the genes expressed in each cell population were then identified using the Seurat Findallmarker function (test.use = Wilcox, logfc.threshold = 0, min.pct = 0.25). Additionally, we selected 100 genes with the highest expressed differences as marker genes to infer the cell type of each cluster. Finally, the genes were visualized using the VlnPlot and FeaturePlot functions.

### Predicting cell type by orthologous analysis and functional enrichment analysis

Genes whose expression was identified in meristematic cells by the FISH assay were collected, and their orthologs of garlic were identified and used to infer the cell type using AddModuleScore [53]. Briefly, the AddModuleScore function from the Seurat package [30] was used to calculate the expression score of a gene set in a single cell, which, combined with randomized comparisons of control features, provided a quantitative assessment of the gene set at the cellular level. Additionally, enrichment analysis of cell-expressed genes was performed. Specifically**,** the R package ClusterProfiler was used to assign GO functions to all cell-expressed genes [54]. GO annotations were available from the NCBI (http://www.ncbi.nlm.nih.gov/) and GO (http://www.geneontology.org/) databases. Common features of genes in gene collections in terms of biological processes, molecular functions, and cellular composition were obtained. The name for the cell type was determined by referencing ‘Esau's Plant Anatomy’ [55].

### Pseudo-time analyses

We utilized the Monocle2 package (v2.9.0) to simulate the dynamics of pseudo-time development based on the expression patterns of marker genes [56]. Raw counts were first converted from Seurat objects to CellDataSet objects using the import oding sequence (CDS) function in Monocle. The differalGeneTest function of the Monocle2 package was employed to select sorting genes (q-val < 0.01) that may provide information for sorting cells along pseudo-time trajectories. The reduceDimension function was utilized to conduct a reduced-dimensional clustering analysis, followed by trajectory inference using the orderCells function with default parameters. Gene expression was plotted visualized using the plot_genes_in_pseudotime function to track changes in pseudo-time. Branching points were chosen for analyzing branches of the differentiation trajectory, and the pseudo-time-dependent or branching-dependent genes were identified using the Branched Expression Analysis Modeling method (BEAM) [57]. Genes with significant branching dependence were visualized using the ‘plot_genes_branched_heatmap’ function of BEAM.

### RNA velocity and CytoTRACE analysis.

To perform RNA velocity analysis, the Python script velocyto.py (https://github.com/velocyto-team/velocyto.py) was applied to the Cell Ranger output folder to recalculate spliced reads and unspliced reads [58]. The likelihood-based dynamical model and velocity graph were constructed using scVelo (https://scvelo.readthedocs.io/) to calculate RNA velocities (transcription, splicing, and degradation rates) for single cells [59]. The velocity fields were projected onto the UMAP embedding layer found by Seurat. CytoTRACE (version 0.3.3) [60] was utilized to predict the differentiation states of cells from scRNA-seq data, with the parameter: enableFast = TRUE. The result from CytoTRACE analysis was visualized using the plotCytoTRACE function of the program.

### Producing virus-free garlic

We generated the virus-free garlic by the shoot-tip culture methods using approximately three year-time. Briefly, shoot tips were isolated from the aseptic cloves of ‘Chalingzipisuan’, a landrace with considerable accumulation in the viruses Nov. 2020, and cultured in culture medium at 25°C and under a 16 h/d photoperiod. In Oct. 2021, garlic seedlings were grown in an insect-free greenhouse, and real-time quantitative PCR was used to estimate their viral content. The virus-free garlic plants were retained and expanding propagation in the experimental farm covered by fly net in October 2022.

This study also developed a new method for producing virus-free garlic by the *in vitro* culture of young clove. Briefly, young cloves from cv. Ershuizao were collected in March 2023 and dipped in sterile water with 20 min. Then, these cloves were transferred into the 20% sodium hypochlorite solution. After soaking 15 min, the cloves were washed thrice using sterile water. Subsequently, these cloves were transferred onto the MS medium, and cultured at 25°C and under a 12 h/d photoperiod. After taking roots, the cultured seedlings were transplanted in an insect-free greenhouse.

### RNA-sequencing

Virus-free garlic and its parent accumulated viruses were grown in fly net-covered farm, and their swelling bulbs were collected for RNA sequencing. Total RNAs extracted from each replication were individually used to construct cDNA libraries using a NEBNext UltraTM RNA Library Prep Kit for Illumina (New England BioLabs, Ipswich, MA, USA) according to manufacturer instructions. Subsequently, the cDNA library was then subjected to paired-end sequencing on the Illumina sequencing platform using a HiSeq PE Cluster Kit v4 cBot (Illumina, San Diego, CA, USA). After removing the adapters and low-quality base sequences using fastp software, the high-quality reads were aligned with the garlic genome (GenBank accession: GCA_014155895.2) using hisat2 software (version: 2.2.1.0) [61], with default parameters. Gene expression was calculated using FPKM (Fragments per kb per Million reads) values [60]. The DESeq2 package in the R software [62] was used to identify DEGs between virus-free and virus-accumulating garlic bulbs, and defined genes with a Log2FC (Log2 fold change) > 1 as significant DEGs (*P* < 0.05).

### LC–MS-based untargeted metabolomic analysis

Six virus-free and six virus-accumulated garlics were planted with the same method used for RNA sequencing, and their bulbs were individually used for metabolomic analysis as six replications. Approximately, 60 mg of tissue for each sample was used to extract the metabolites. The samples were extracted by ultrasonic extraction with 90% ethanol, centrifuged to remove the supernatant, and reconstituted with water after nitrogen blowing. After derivatization with dansulfonyl chloride, the samples were separated on a Waters HSS T3 column (100 × 2.1 mm, 1.8 μm), and the temperature of the column was maintained at 45°C. The LC–MS metabolic profiles were collected by mass spectrometry using an electrospray ionization source in both positive and negative modes. The analysis was conducted using the following parameters: spray voltage set to 3800 V, capillary temperature at 320°C, auxiliary gas heater temperature maintained at 350°C, sheath gas flow rate at 35 Arb, auxiliary gas flow rate at 8 Arb, S-lens RF level set to 50, mass range defined within m/z, full MS resolution at 70 000, MS/MS resolution at 17 500, and NCE/stepped NCE set to 10, 20, and 40. Subsequently, accurate identification of metabolites was achieved based on comprehensive analysis of RT and m/z values as well as MS/MS profiles. The data matrix was also exported as an Excel file for subsequent analysis.

### Phylogenetic analysis of a candidate protein

Multiple sequence comparisons were first performed using the Clustal program [63]; then an unrooted phylogenetic tree was constructed using the neighbor-joining method and bootstrap testing with 1000 replications was performed using the MEGA software [64].

### Co-expressed analysis

Co-expression between garlic and virus genes was analyzed using weighted gene co-expression network analysis [65] in the R software package. Genes with co-expression networks in all clove cells were constructed and gene modules associated with specific traits were identified according to previous descriptions [66]. Then, co-expressed transcripts were clustered into modules using the following parameters: a minimum module size of 30 genes, and merged of modules if they shared >25% similarity. The correlation between garlic and virus genes in clove cells was estimated using Pearson correlation.

### RNA FISH assay

Freshly collected clove tissues were fixed in a formaldehyde-acetic acid-ethanol fixative solution (50% ethanol, 5% acetic acid, and 3.7% formaldehyde) at 4°C overnight, dehydrated with ethanol from 50% to 100%, and embedded in wax. Tissue paraffin blocks were then sliced by a slicer with a thickness of 4 μm, fished by a spreading machine, and baked in an oven at 62°C for 2 h. After dewaxing, dehydration, and repair treatment, the section was digested using protease K (20 ug/ml) at 37°C. Then, the endogenous peroxidase in the section was removed by adding 3% methanol-H_2_O_2_, incubating at room temperature for 15 minutes. Antisense sequences of *Asa4G03456.1* (5’-CUGUGCAGACUCUUCAAUAACAU-3′) and *Asa7G05865.1* (5′-CUUGAAAUCCCAACAUCGGGAUGCACUUGC-3′) were synthesized using the solid phase phosphoramidite triester method to produce RNA probes, which were labeled by digoxigenin. The sense sequences of *Asa4G03456.1* (5′- AUGUUAUUGAAGAGUCUGCACAG-3′) and *Asa7G05685.1* (5′-GCAAGUGCAUCCCGAUGUUGGGAUUUCAAG-3′) were synthesized and labeled by digoxigenin and then used as the control probes. RNA *in situ* hybridization for *Asa7G05865.1* and *Asa0G05866.1* using their antisense and sense probes was performed in the samples of bulb-1. Briefly, after prehybridization at 37°C for one hour, the prepared section was performed for hybridization by adding the 6 ng/μl probe solution overnight at 37°C. Next, after washing the hybridization solution, the section underwent a serum blocking treatment using normal rabbit serum at room temperature for 30 min, and then an anti-Digoxin antibody (anti-DIG-HRP) labeled by horseradish peroxidase was added. Incubating at 37°C for 50 min. Subsequently, after performing a treatment of tyramide signal amplification, the section was incubated in the solution of 4′,6-diamidino-2-phenylindole (Dapi) under dark conditions for 8 min. Finally, the transfected section of the prepared clove was observed using the Leica Nikon Eclipse CI spectral confocal microscope under the channel 488, and the blue and green fluorescence signals represented the observations for the nucleus and target gene-expressed RNA in the cell, respectively.

### Real-time fluorescent quantitative PCR

Leaf was collected from the garlic seedlings cultured by young cloves *in vitro*, and the garlic seedling germinated from a normal clove was used as a control. Additionally, young cloves were collected every seven days (cv. Ershuizao), from 19 February to 25 March, when the clove was before swelling and under swelling, respectively (shown in Fig. 1g). Each sample was performed in six replicates, and all tissues were used for RNA extraction individually. And reverse transcription was performed using RNA as a template, followed by qRT-PCR using the 18S ribosomal RNA gene as an internal control (see Supplementary Table 5 for primer sequences). For each sample, all six individuals were used as six biological replications, and the relative expression levels were estimated according to the method described by Livak and Schmittgen [67].

## Supplementary Material

Web_Material_uhae365

## Data Availability

The raw scRNA-seq data reported in this paper have been deposited in the Genome Sequence Archive [68] in the National Genomics Data Center, China National Center for Bioinformation/Beijing Institute of Genomics, Chinese Academy of Sciences (GSA: CRA011872). The sequence reads of transcriptome and the expression data have been deposited in the NCBI GEO database under the accession number GSE185962.

# Supplementary material for: A single-cell transcriptomic atlas reveals the cell differentiation trajectory and the response to virus invasion in swelling clove of garlic
**Source:** Hortic Res. 2025 Jan 3;12(4):uhae365. doi: 10.1093/hr/uhae365
**Supplement:** Web_Material_uhae365

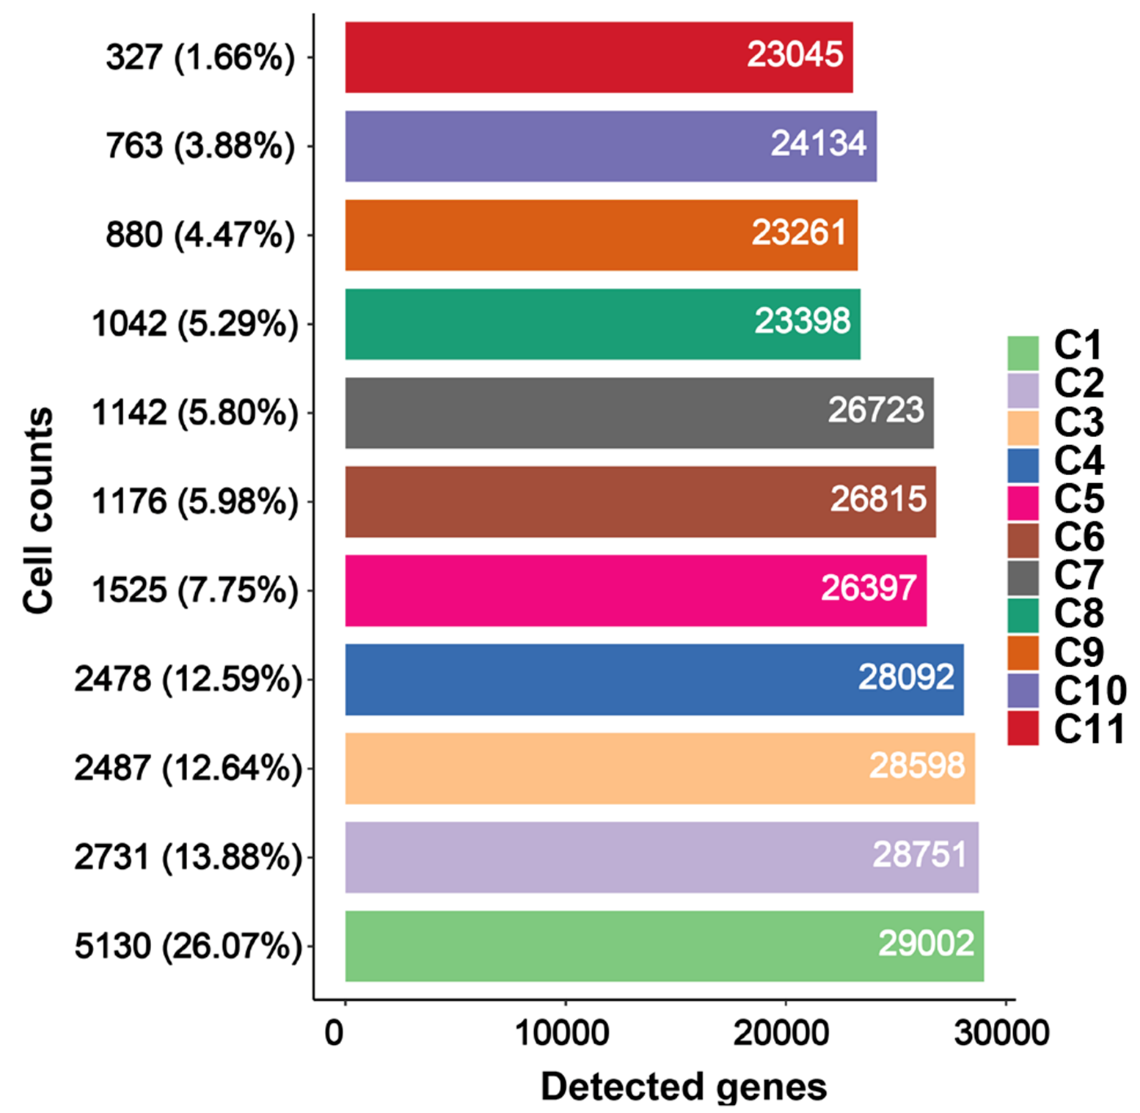

**Fig. S1:** Cell number, proportion, and expressed genes detected in each cell cluster from clove.

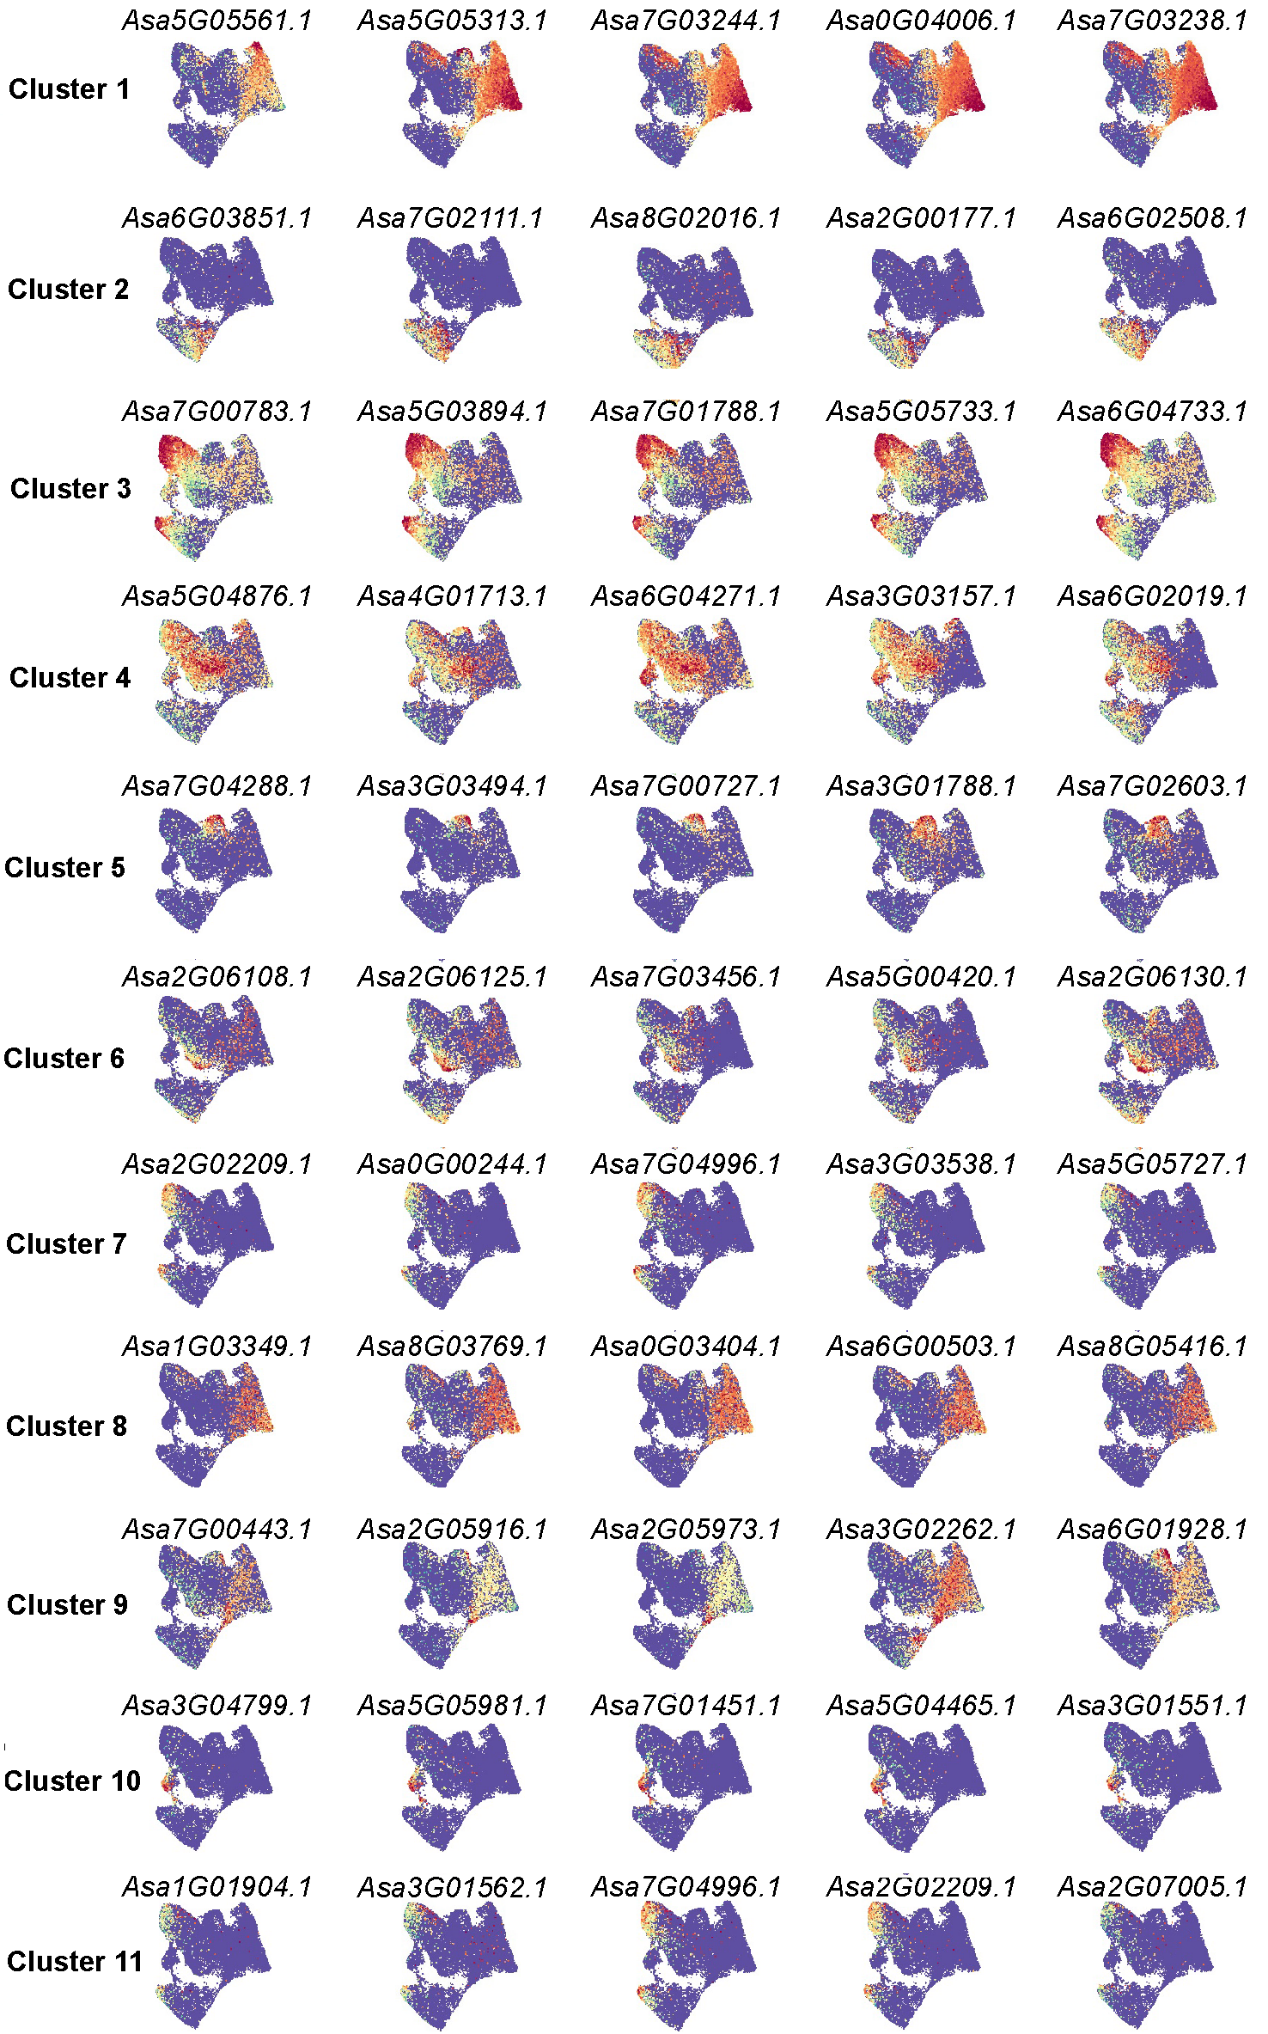

**Fig S2:** Distribution feature of representative genes of each cluster on UMAP plot.

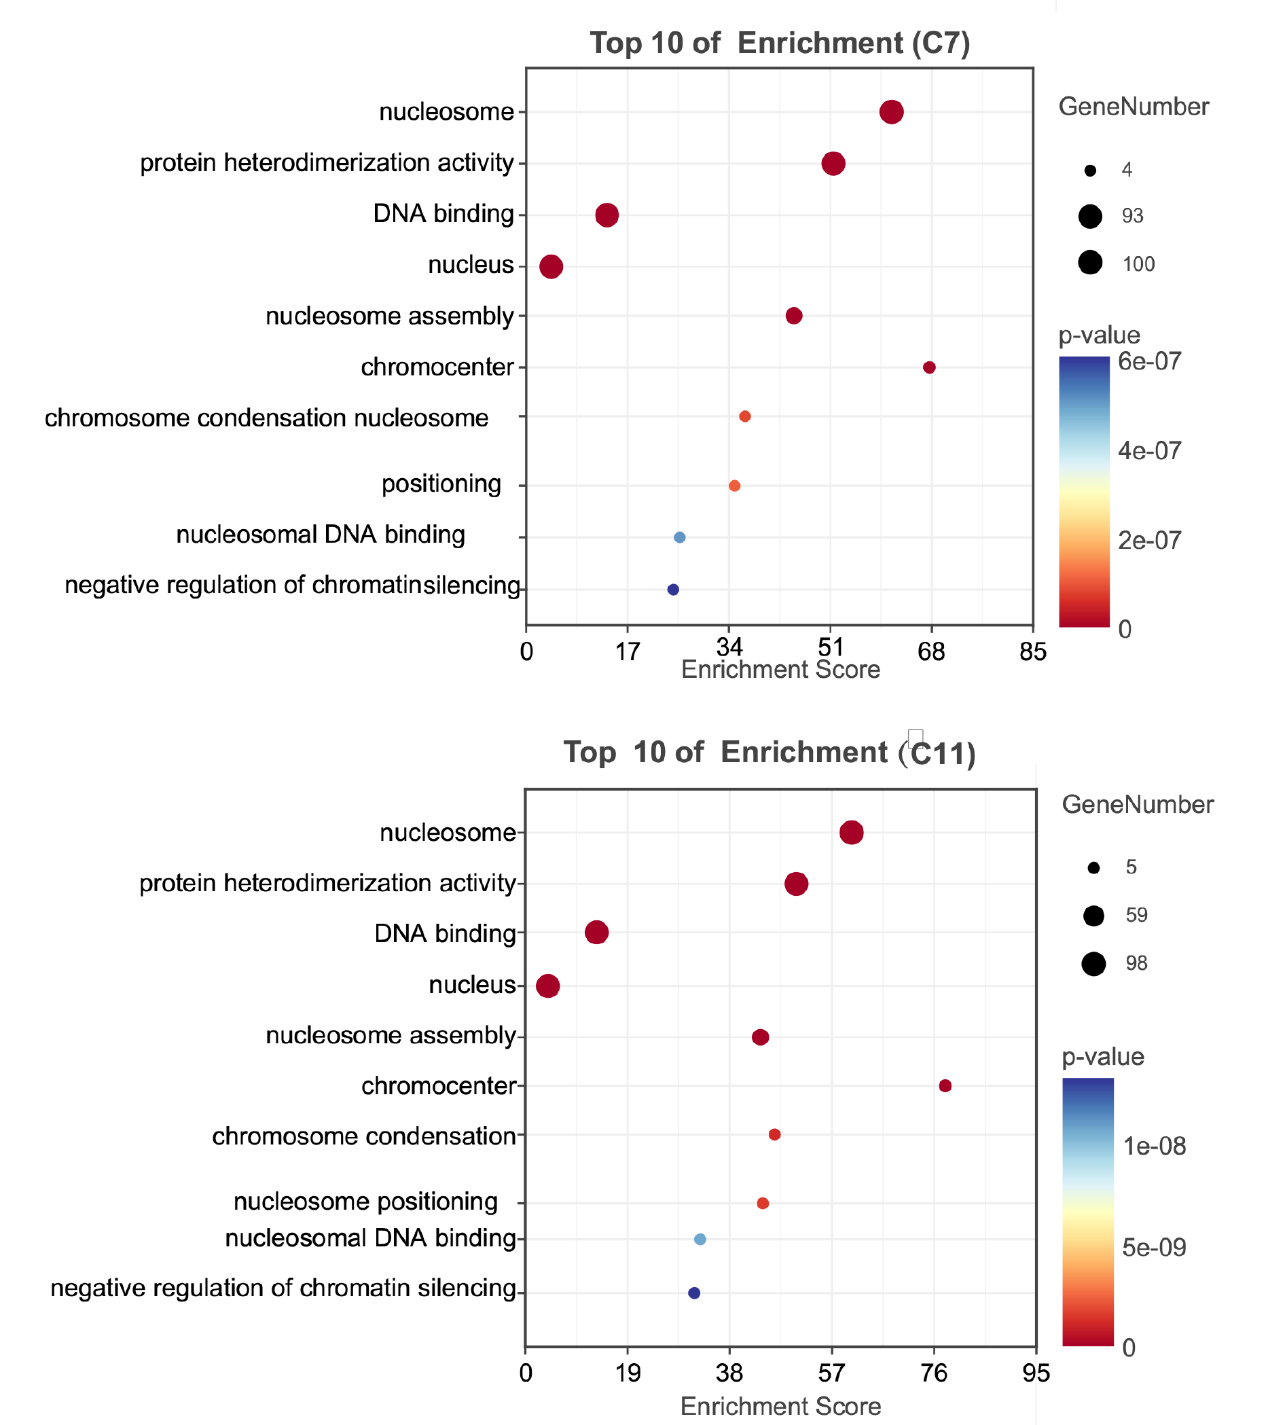

**Fig. S3:** Enrichment of GO terms by the top 100 highly expressed genes in cells of C7 and C11.

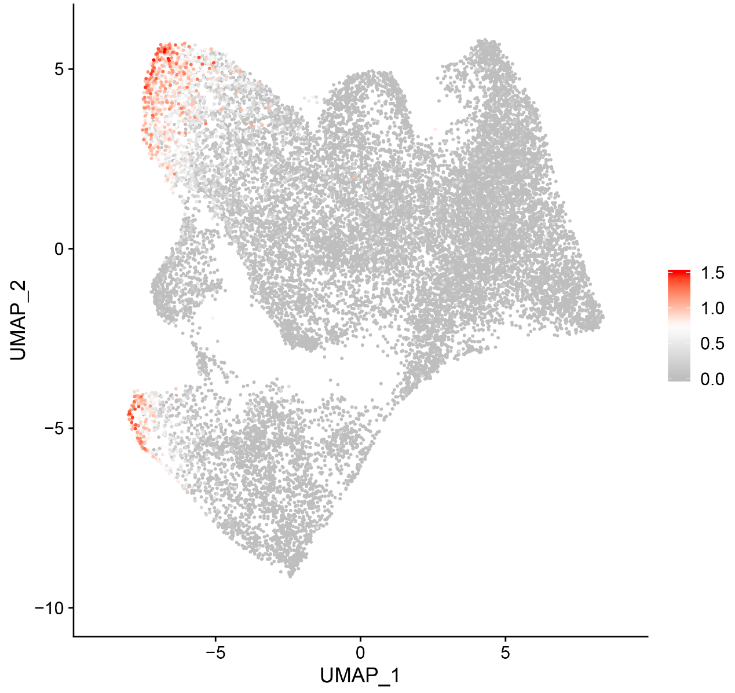

**Fig S4:** UMAP plots from the AddModuleScore analysis using garlic genes whose orthologs were expressed specifically in meristermatic cells.

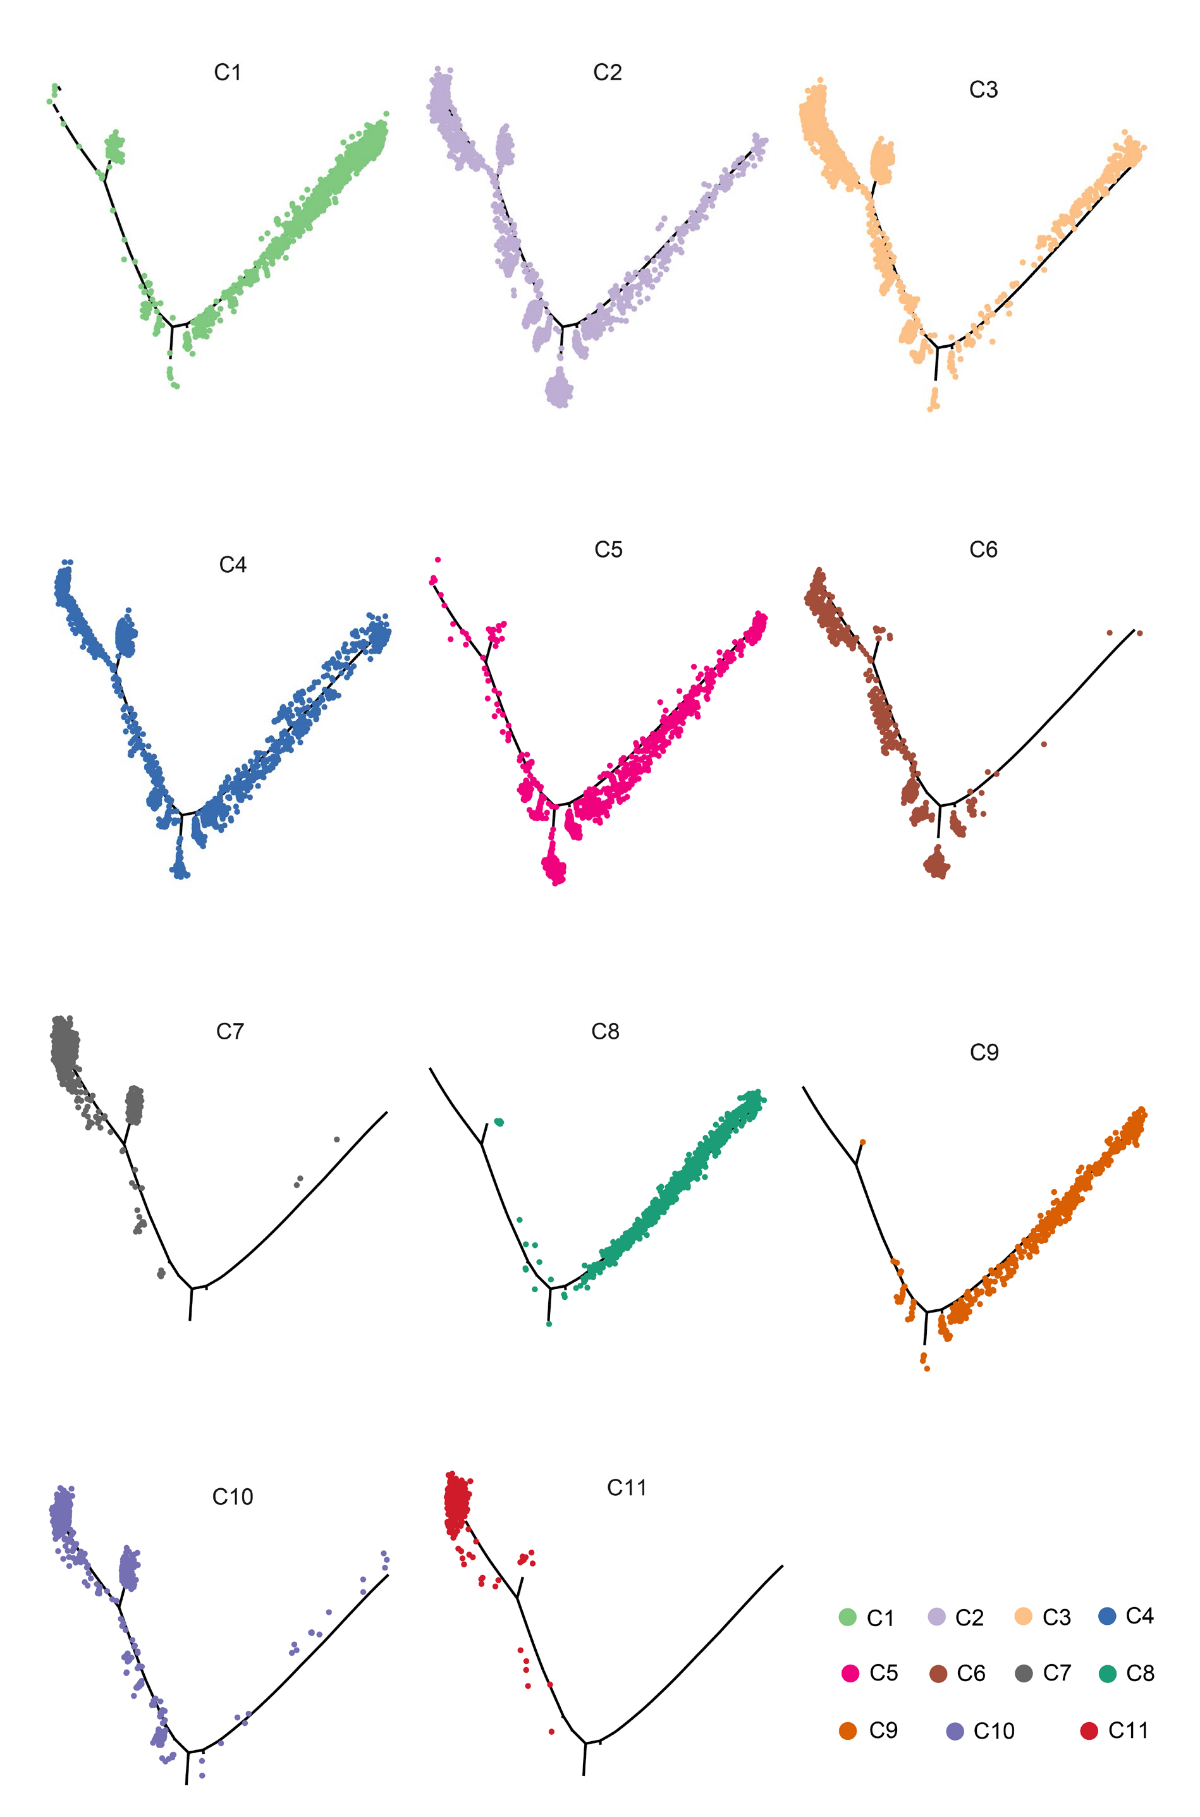

**Fig S5:** Pseudo-time trajectory of cells of each cluster in developmental cloves. Each dot represents a single cell.

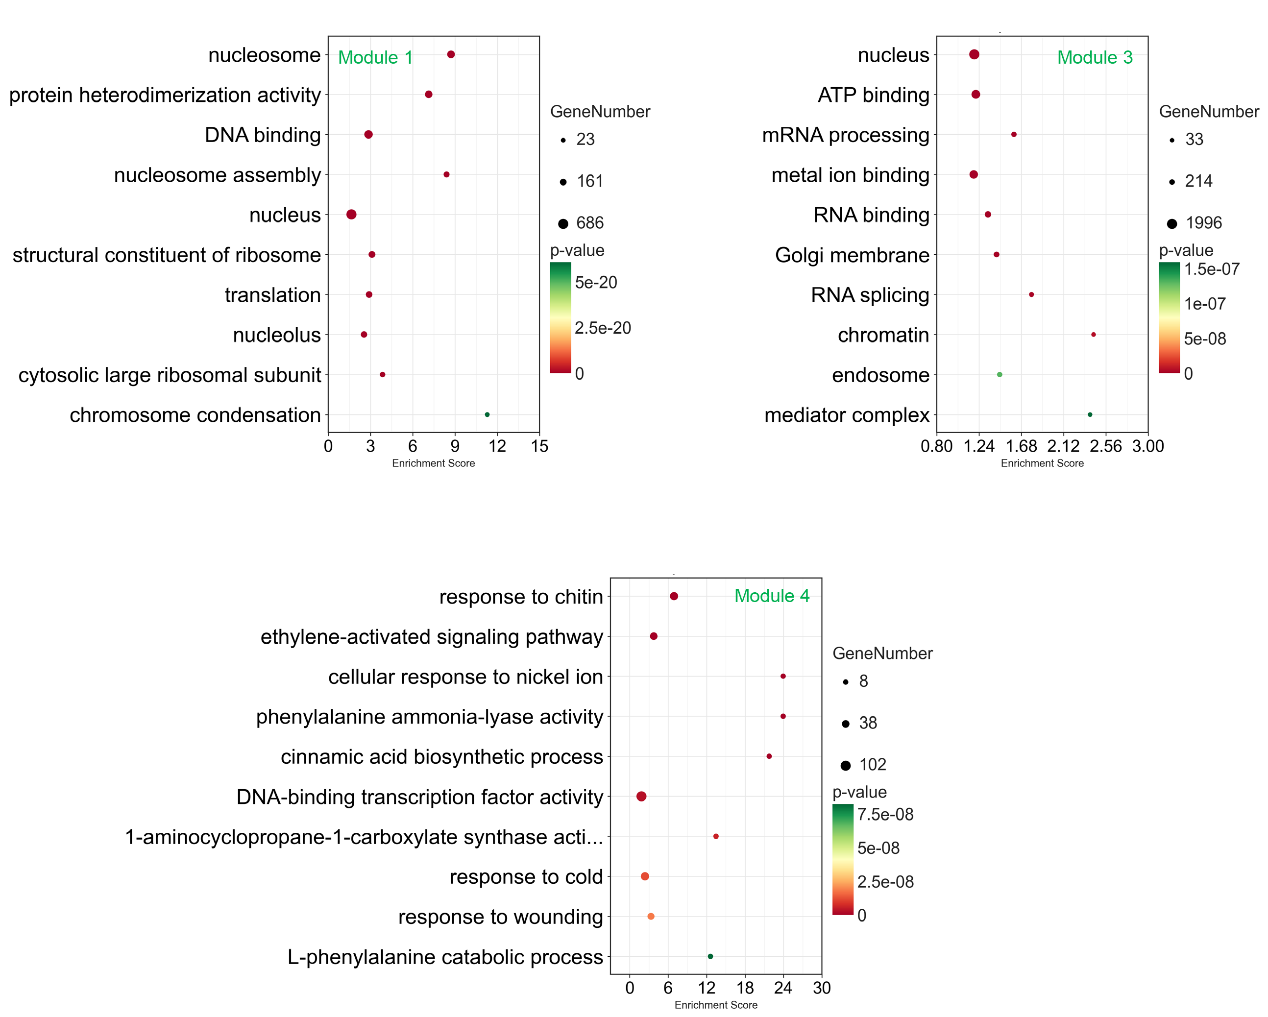

**Fig S6:** Enrichment of GO terms by genes with three different expressed module in differentiated cells compared to in cells at pre-branch.

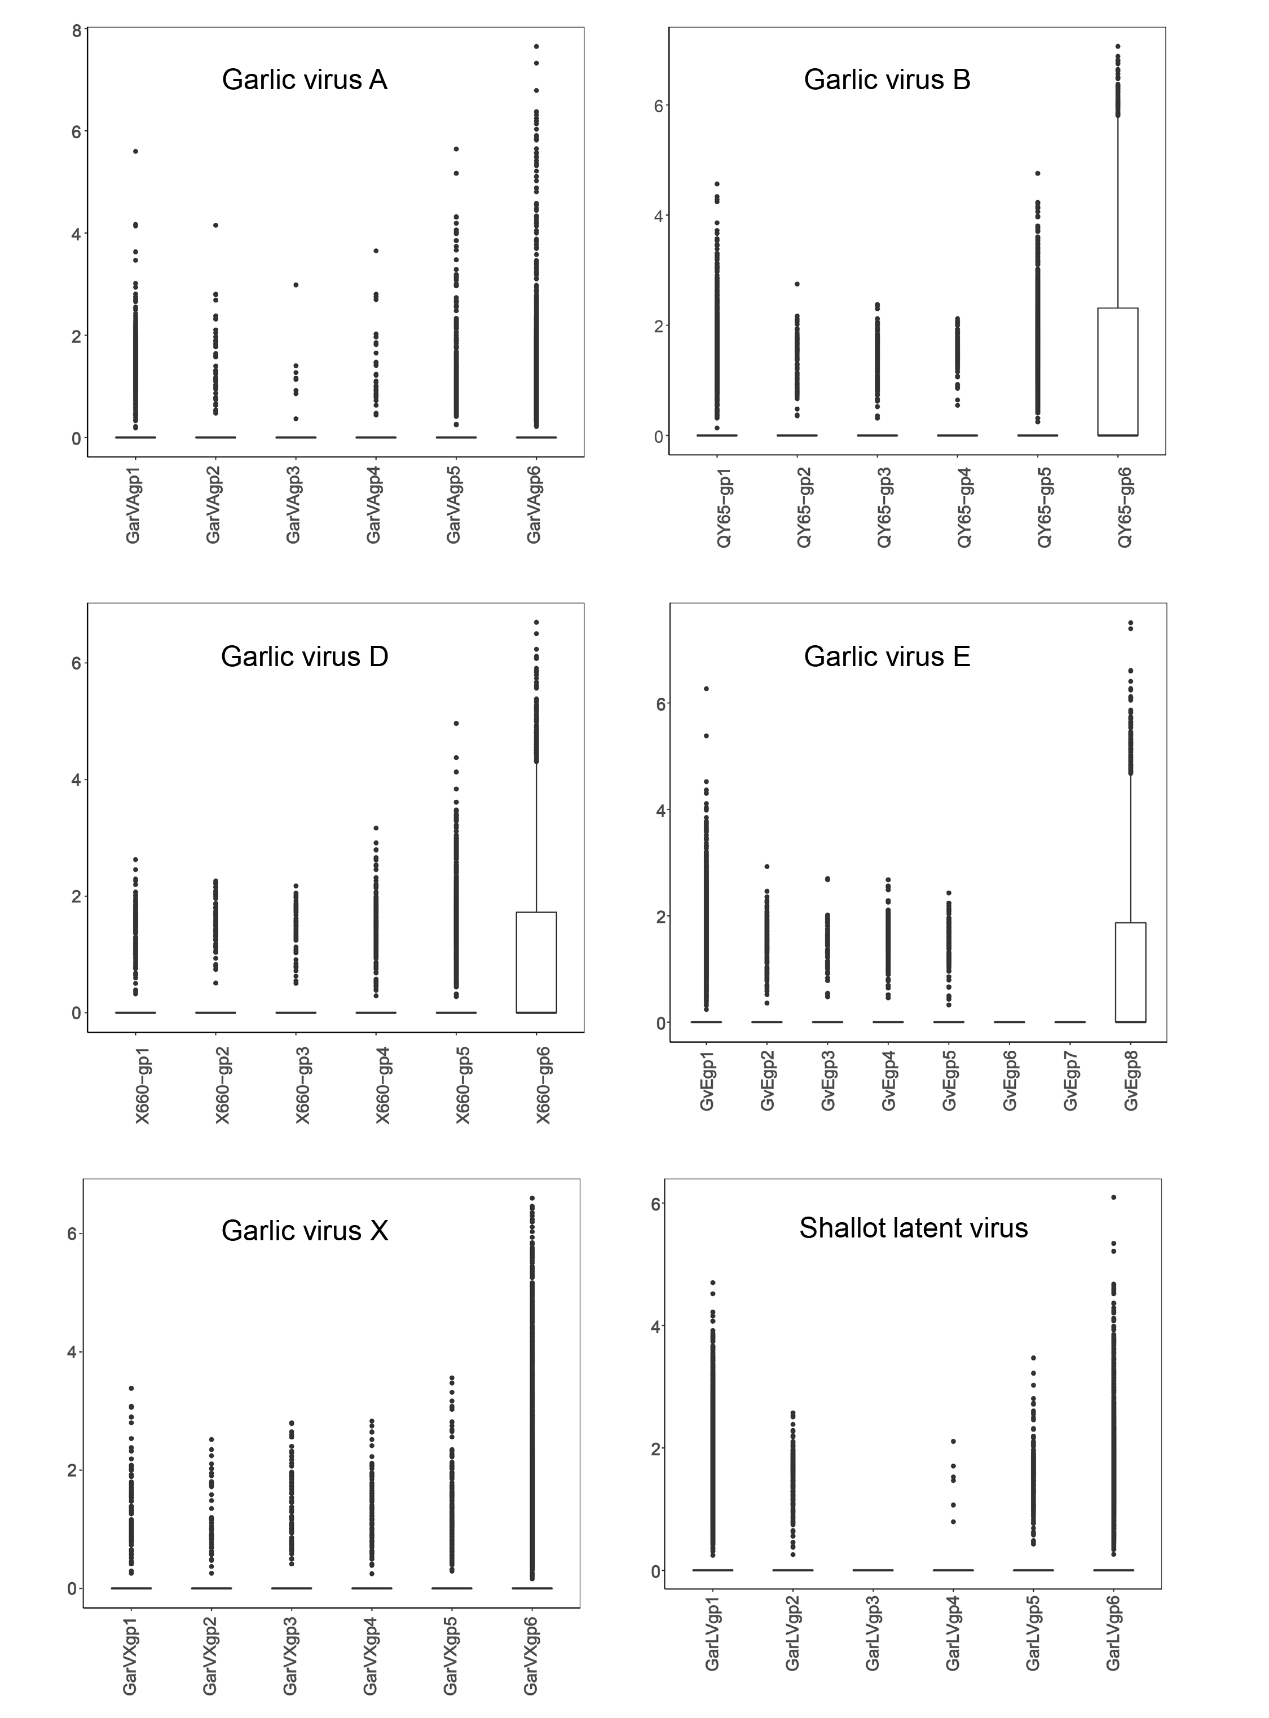

**Fig S7:** Boxplot showing the expression level of all genes from six main viruses in 19,681 cells of cloves

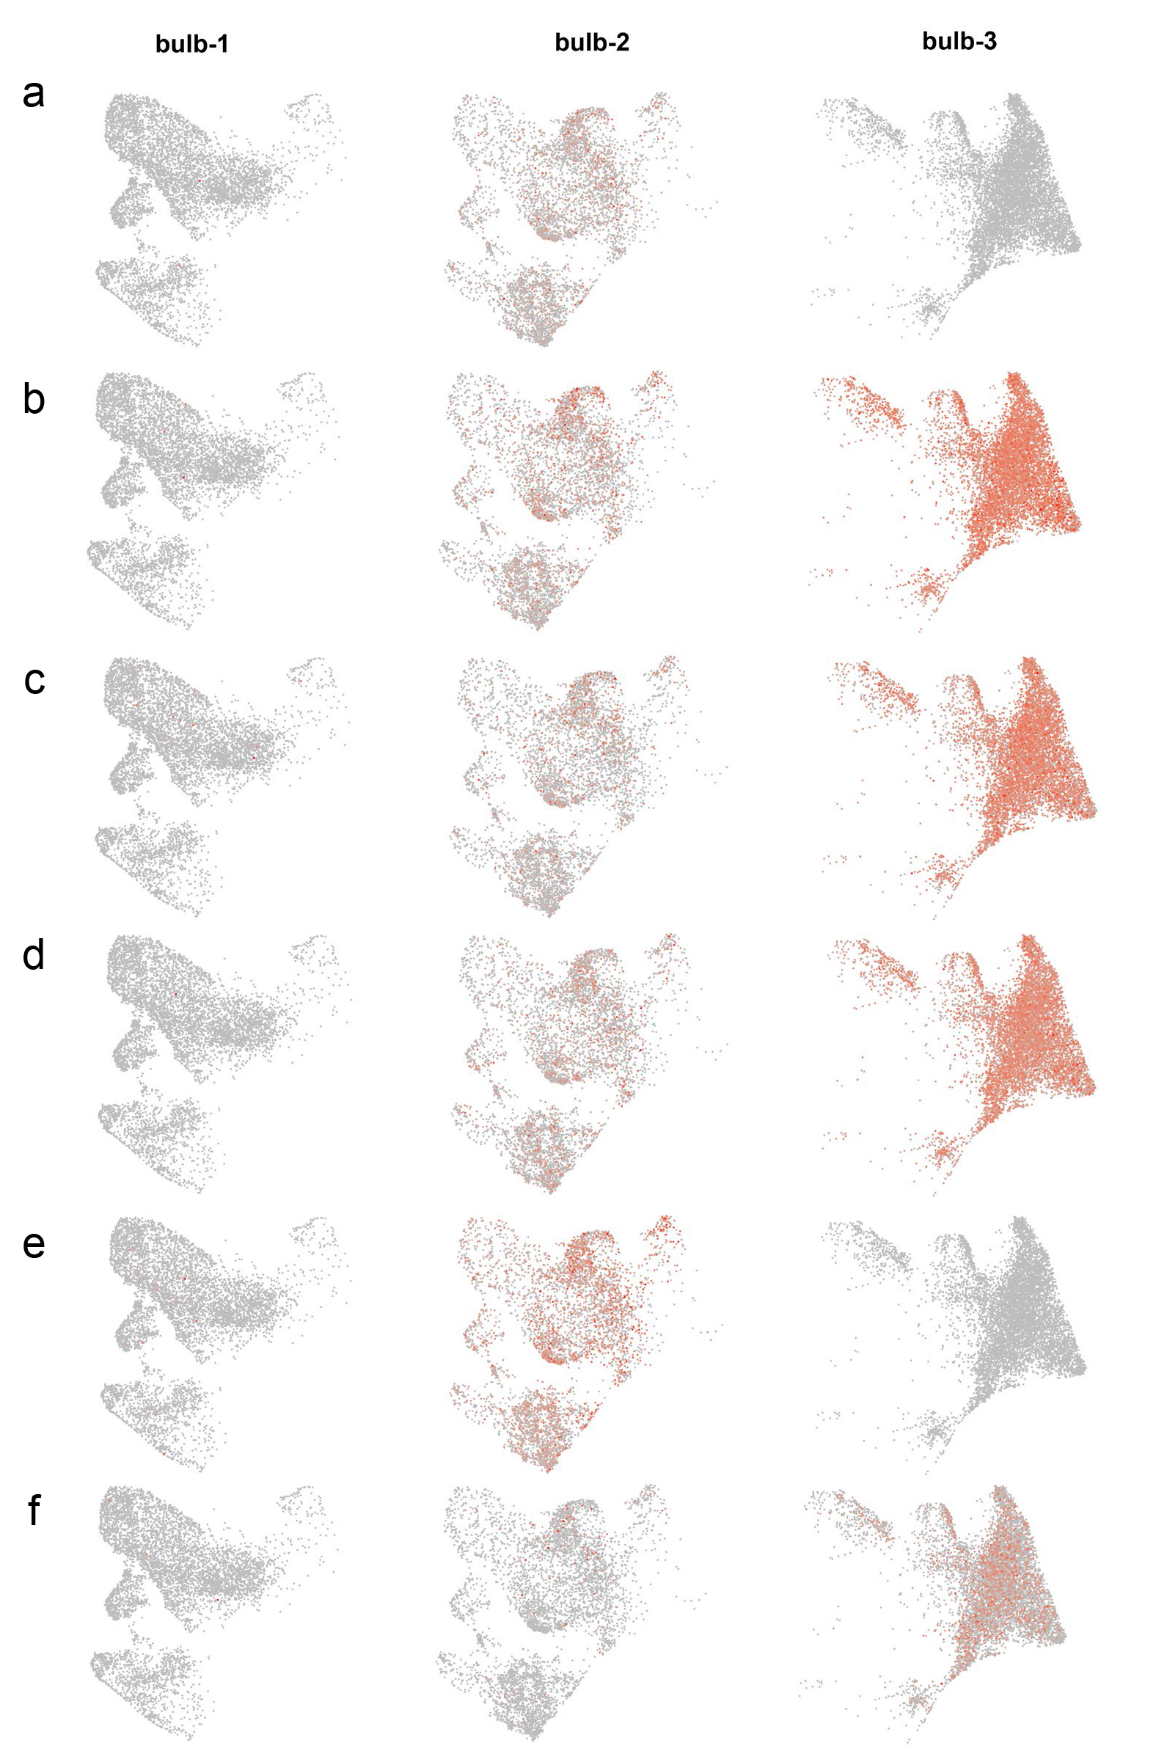

**Fig. S8:** UMAP of genes from six viruses in clove cells of investigated bulb-1, bulb-2, and bulb-3. *GarVAgp6* (**a**), *QY65.gp6* (**b**), *X660.gp6* (**c**), *GvEgp8* (**d**), *GarVXgp6* (**e**), and *GarLVgp6* (**f**) are used to estimate the activity of Garlic virus A, B, D, E, X, and Shallot latent virus, respectively., respectively.

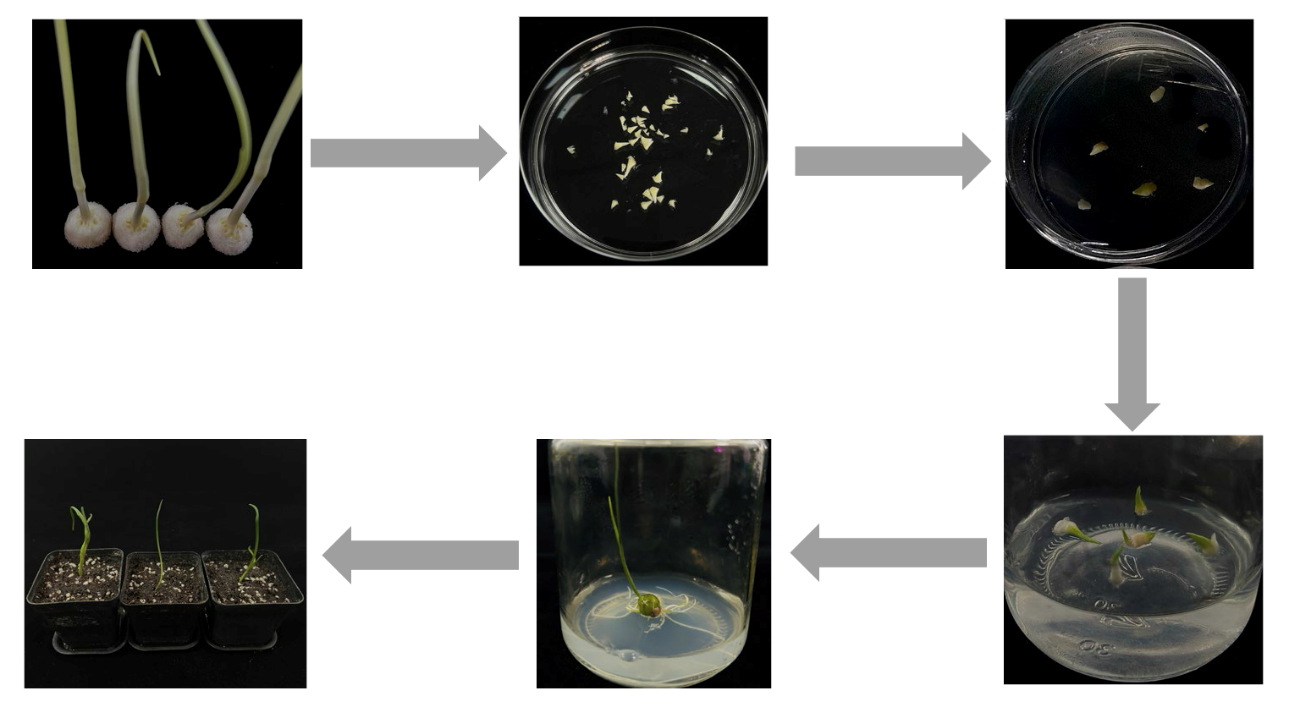

**Fig. S9:** A flow for producing virus-free garlic seedlings by culture *in-vitro* of young clove

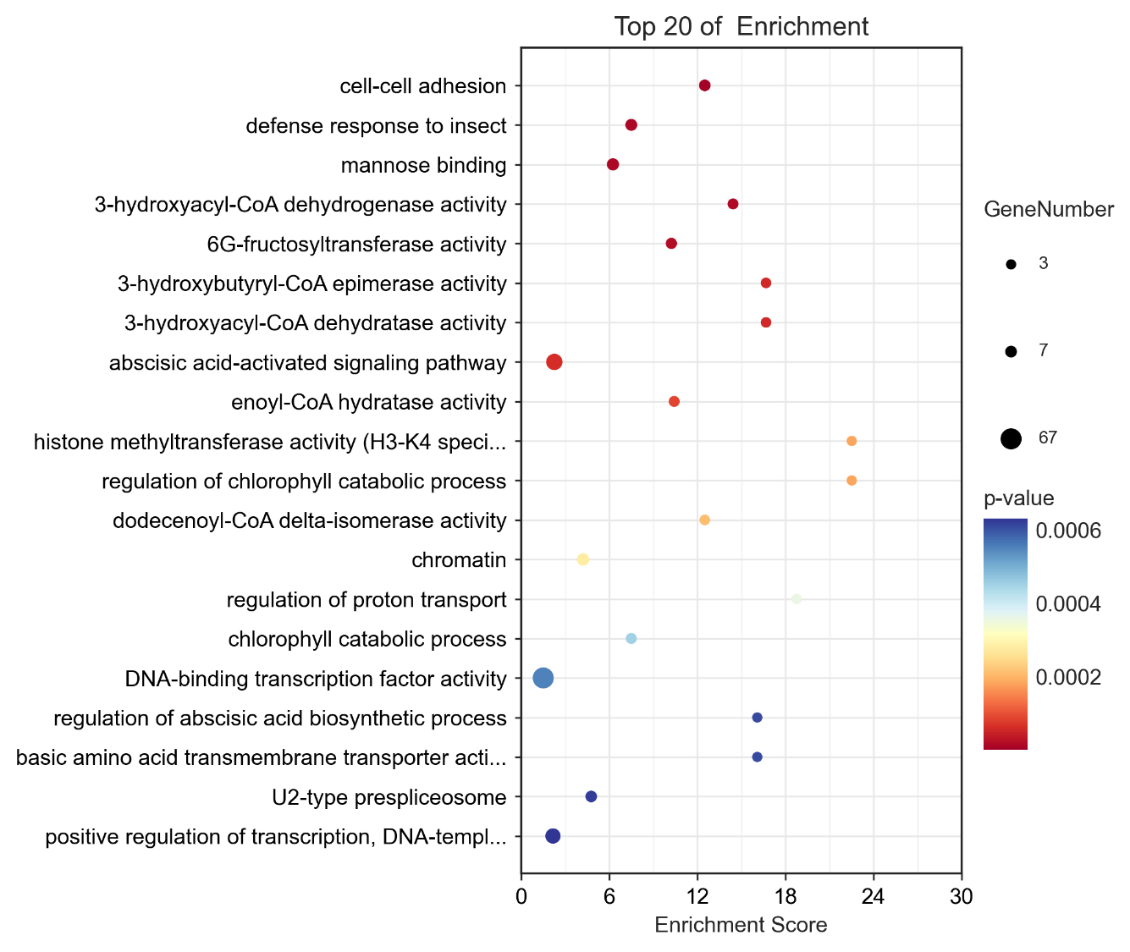

**Fig. S10:** Enrichment of GO terms by 1378 garlic genes co-expressed with genes of Garlic viruses B, D, E, and Shallot latent virus.

**
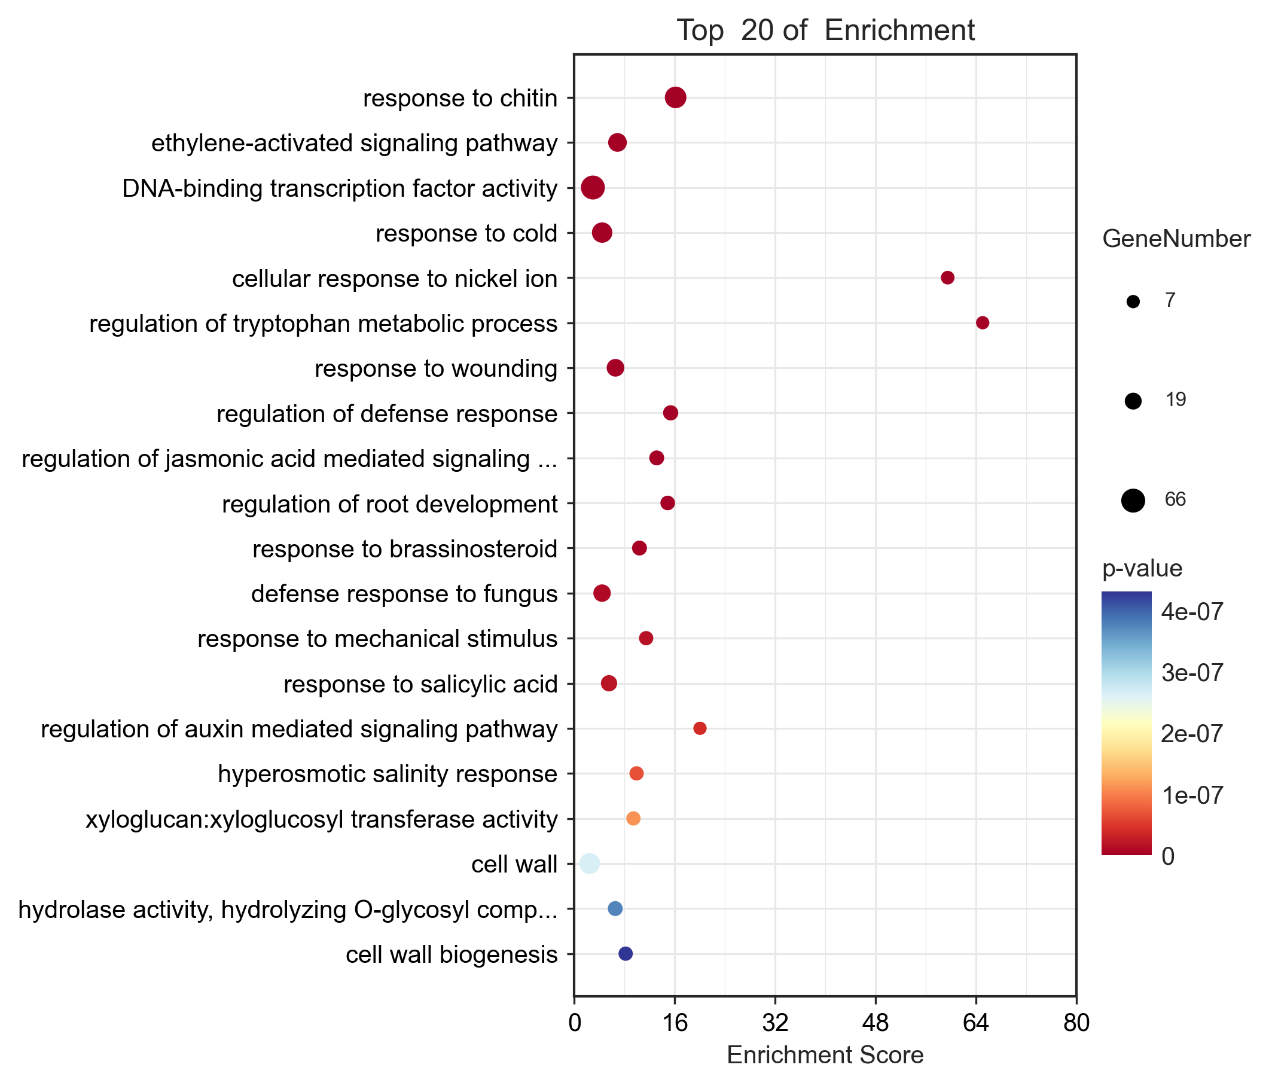
**

**Fig. S11:** Enrichment of GO terms by 1378 garlic genes co-expressed with genes of Garlic viruses A and X.

**
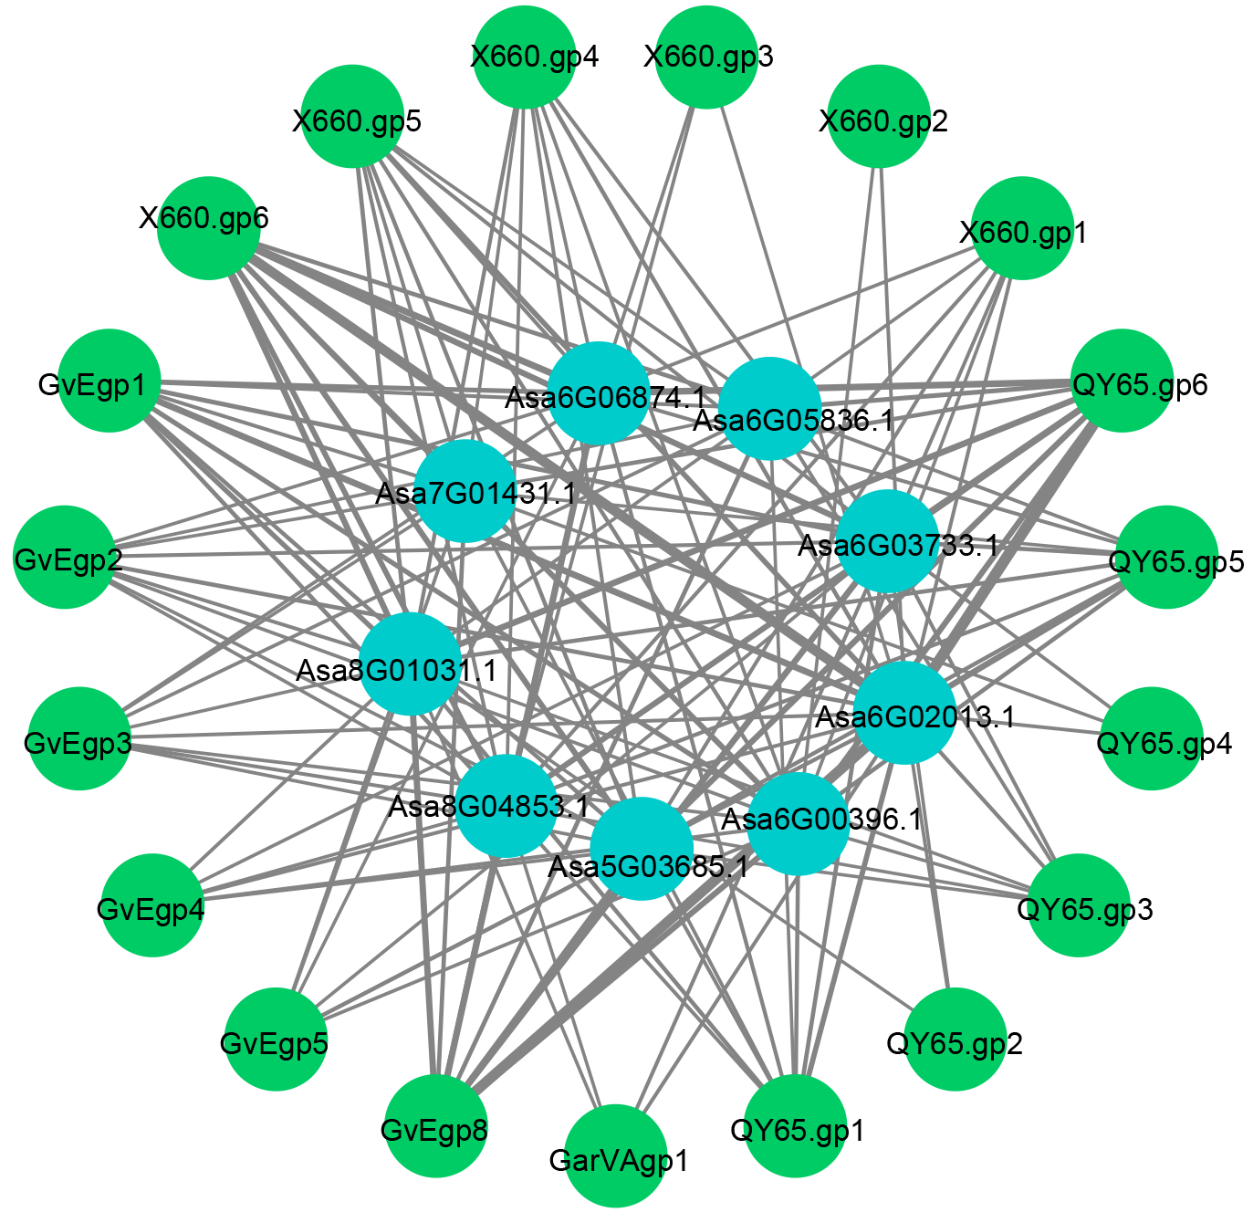
**

**Fig. S12:** Co-expression network of garlic heat stress protein-encoding genes and virus genes. *GvEgp1,* *GvEgp2*, *GvEgp3*, *GvEgp4*, *GvEgp5*, and *GvEgp8* are genes of Garlic virus E; *GarVAgp1* is gene of Garlic virus A; *QY65.gp1*, *QY65.gp2*, *QY65.gp3*, *QY65.gp4*, *QY65.gp5*, and *QY65.gp6* are genes of Garlic virus B; *X660.gp1*, *X660.gp2*, *X660.gp3*, *X660.gp4*, *X660.gp5*, and *X660.gp6* are Garlic virus D. The thickness of line between two genes indicates the co-expression level.

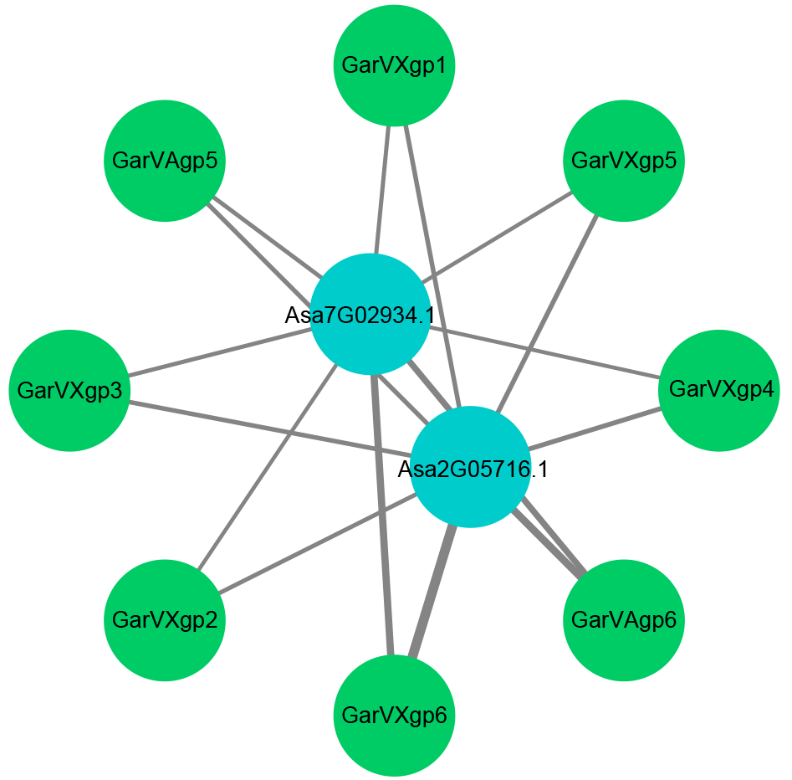

**Fig. S13:** Co-expression network of garlic heat stress protein-encoding genes and virus genes. *GarVXgp1*, *GarVXgp2*, *GarVXgp3*, *GarVXgp4*, *GarVXgp5*, *GarVXgp1*, are genes of Garlic virus X; *GarVAgp5* and *GarVAgp6* are genes of Garlic virus A. The thickness of line between two genes indicates the co-expression level.

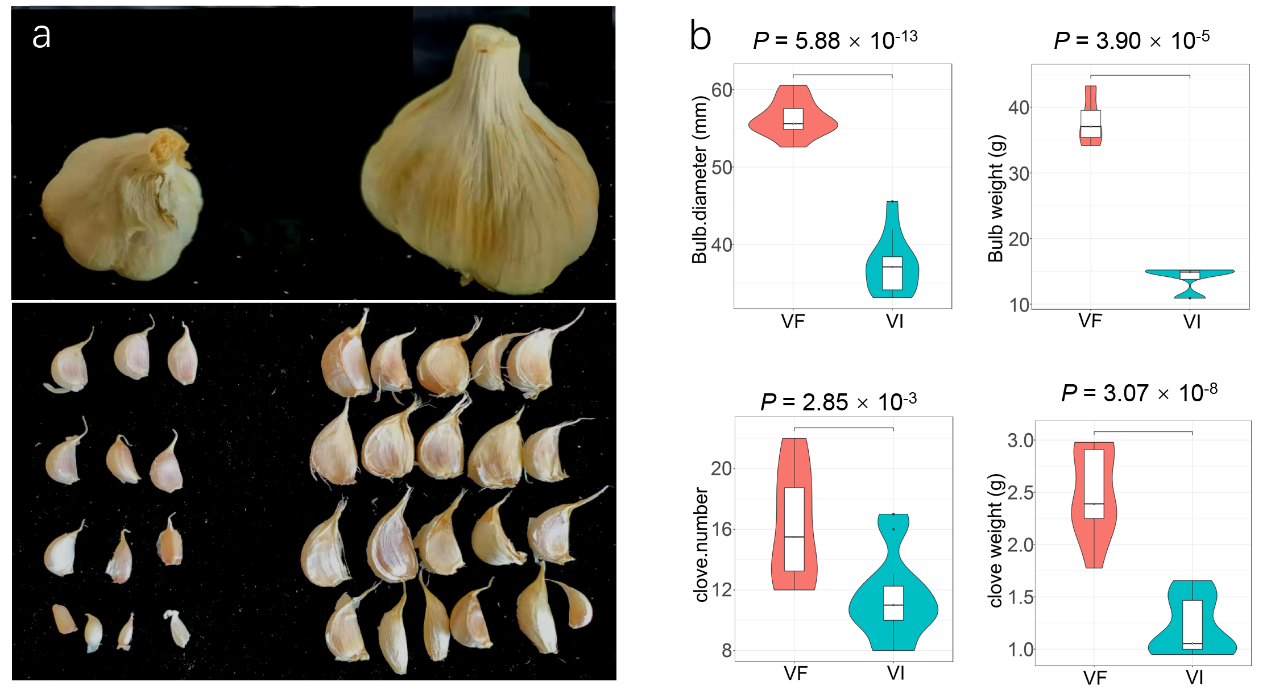

**Fig. S14:** Comparison between bulbs of virus-infected and virus-free garlic. (**a**), The figure shows bulb size and clove number of virus-infected (left) and virus-free (right) garlic. (**b**), Violin plots show the differences for four bulb traits between virus-infected (VI) and virus-free (VF) garlic.

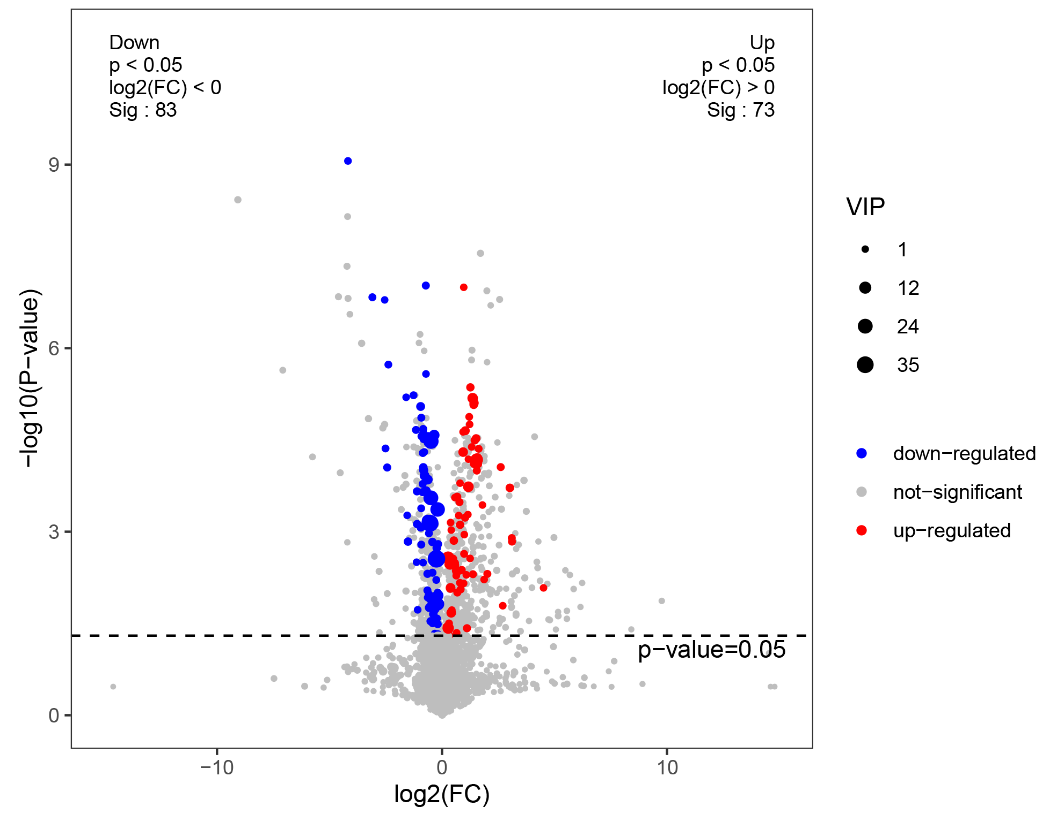

**Fig. S15:** Differential metabolites in the bulb of virus-invasive garlic compared to that of virus-free garlic, from the LC-MS-based untargeted metabolomic analysis.

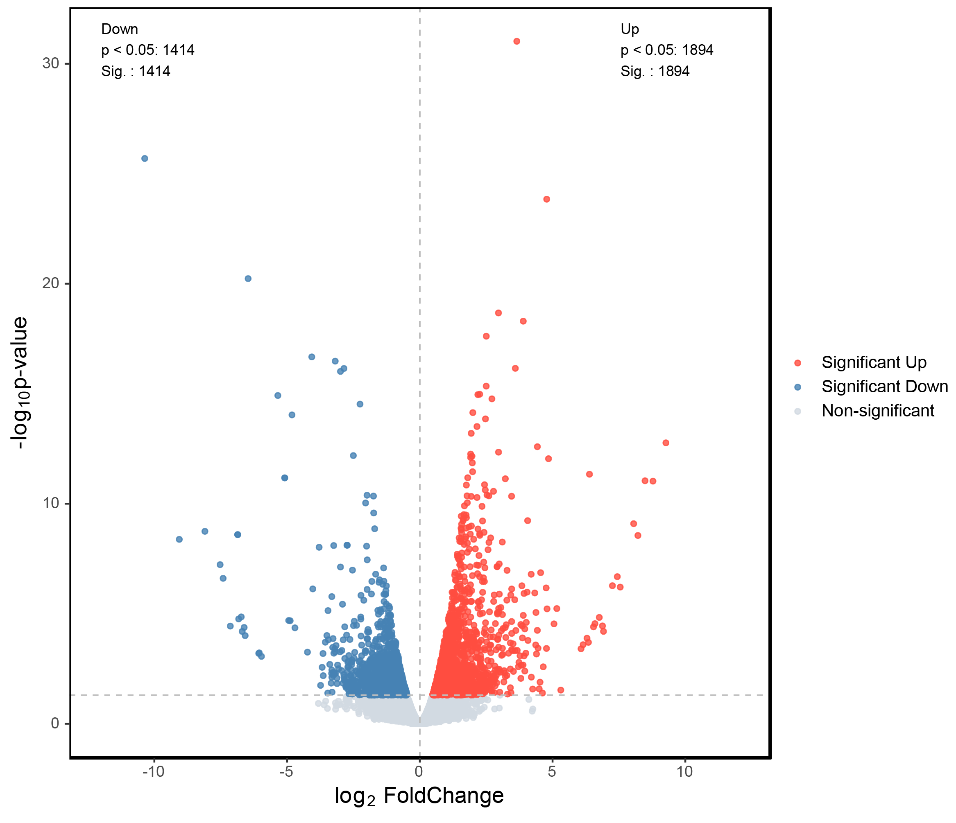

**Fig. S16** Differentially expressed genes in the bulb of virus-invasive garlic compared to that of virus-free garlic.

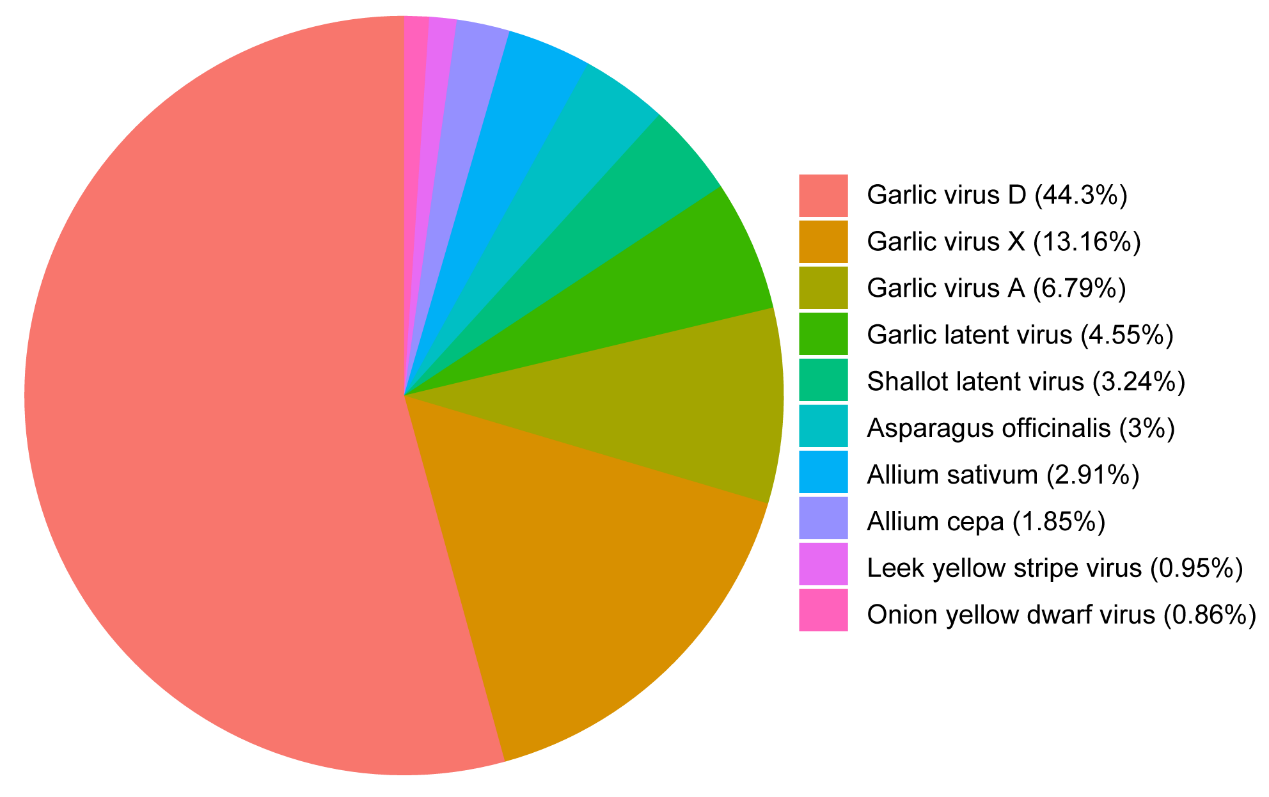

**Fig. S17** Source distribution for the reads unaligned onto garlic genome.

# Supplementary material for: A single-cell transcriptomic atlas reveals the cell differentiation trajectory and the response to virus invasion in swelling clove of garlic
**Source:** Hortic Res. 2025 Jan 3;12(4):uhae365. doi: 10.1093/hr/uhae365
**Supplement:** Web_Material_uhae365

**Table S1** Statistics of data from single-cell RNA sequencing

|  | Bulb-1 | Bulb-2 | Bulb-3 |
| --- | --- | --- | --- |
| Estimated number of cells | 6875 | 6188 | 10568 |
| Cell number after filtering | 6186 | 5281 | 8214 |
| Median genes per cells | 1667 | 1405 | 727 |
| Median UMI counts per cell | 2907 | 2451 | 936 |
| Reads Mapped to Genome of garlic and viruses | 94.6% | 85.0% | 83.5% |
| Percentage of valid barcodes | 96.5% | 93.6% | 94.6% |

**Table S2** Cell number and proportion detected for each cluster in three samples.

|  | bulb-1 |  |  | bulb-2 |  |  | bulb-3 |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| clusters | Cell number | Frequency (%) |  | Cell number | Frequency (%) |  | Cell number | Frequency (%) |
| C1 | 103 | 1.67 |  | 188 | 3.56 |  | 4839 | 58.91 |
| C2 | 915 | 14.79 |  | 1620 | 30.68 |  | 196 | 2.39 |
| C3 | 1610 | 26.03 |  | 462 | 8.75 |  | 415 | 5.05 |
| C4 | 1225 | 19.80 |  | 914 | 17.31 |  | 339 | 4.13 |
| C5 | 70 | 1.13 |  | 894 | 16.93 |  | 561 | 6.83 |
| C6 | 511 | 8.26 |  | 656 | 12.42 |  | 9 | 0.11 |
| C7 | 898 | 14.52 |  | 147 | 2.78 |  | 97 | 1.18 |
| C8 | 0 | 0.00 |  | 7 | 0.13 |  | 1035 | 12.60 |
| C9 | 1 | 0.02 |  | 166 | 3.14 |  | 713 | 8.68 |
| C10 | 595 | 9.62 |  | 162 | 3.07 |  | 6 | 0.07 |
| C11 | 258 | 4.17 |  | 65 | 1.23 |  | 4 | 0.05 |

**Table S3** Known meristematic cell-expressed genes and its ortholog of garlic

| Known gene | Species | Garlic orthologous gene |
| --- | --- | --- |
| *H3.3_1* | *Oryza sativa* | *Asa8G00577.1* |
| *H3.3_2* | *Oryza sativa* | *Asa3G01236.1* |
| *H2A_1* | *Solanum lycopersicum* | *Asa2G03717.1* |
| *H2A_2* | *Solanum lycopersicum* | *Asa2G03510.1* |
| *H2A_3* | *Solanum lycopersicum* | *Asa5G04088.1* |
| *H2A_4* | *Solanum lycopersicum* | *Asa2G03512.1* |
| *H4* | *Arabidopsis thaliana* | *Asa0G00244.1* |
| *H3* | *Arabidopsis thaliana* | *Asa8G00551.1* |

**Table S4** Average expression level of virus genes in investigated cloves

| Gene | Virus | bulb-1 | bulb-2 | bulb-3 |
| --- | --- | --- | --- | --- |
| *GarVAgp1* | Garlic virus A | 0.0017 | 0.0359 | 0.0429 |
| *GarVAgp2* | Garlic virus A | 0 | 0.0124 | 0 |
| *GarVAgp3* | Garlic virus A | 0 | 0.0021 | 0 |
| *GarVAgp4* | Garlic virus A | 0 | 0.0087 | 0 |
| *GarVAgp5* | Garlic virus A | 0 | 0.0528 | 0.0008 |
| *GarVAgp6* | Garlic virus A | 0.0055 | 0.3825 | 0.0001 |
| *X660-gp1* | Garlic virus D | 0.0003 | 0.0054 | 0.0249 |
| *X660-gp2* | Garlic virus D | 0 | 0.0007 | 0.0118 |
| *X660-gp3* | Garlic virus D | 0.0002 | 0.0022 | 0.0096 |
| *X660-gp4* | Garlic virus D | 0.0006 | 0.0022 | 0.0441 |
| *X660-gp5* | Garlic virus D | 0.0023 | 0.0238 | 0.1707 |
| *X660-gp6* | Garlic virus D | 0.0146 | 0.3191 | 1.7177 |
| *GarVXgp1* | Garlic virus X | 0 | 0.0266 | 0 |
| *GarVXgp2* | Garlic virus X | 0 | 0.0119 | 0 |
| *GarVXgp3* | Garlic virus X | 0 | 0.0224 | 0 |
| *GarVXgp4* | Garlic virus X | 0 | 0.0247 | 0 |
| *GarVXgp5* | Garlic virus X | 0.0004 | 0.0485 | 0 |
| *GarVXgp6* | Garlic virus X | 0.0116 | 0.9338 | 0 |
| *GarLVgp1* | Shallot latent virus | 0.0004 | 0.0159 | 0.5816 |
| *GarLVgp2* | Shallot latent virus | 0 | 0.0054 | 0.0318 |
| *GarLVgp3* | Shallot latent virus | 0 | 0 | 0 |
| *GarLVgp4* | Shallot latent virus | 0 | 0.0003 | 0.0009 |
| *GarLVgp5* | Shallot latent virus | 0.0001 | 0.0087 | 0.0400 |
| *GarLVgp6* | Shallot latent virus | 0.0004 | 0.0584 | 0.4107 |
| *QY65-gp1* | Garlic virus B | 0.0003 | 0.0514 | 0.1956 |
| *QY65-gp2* | Garlic virus B | 0 | 0.0065 | 0.0118 |
| *QY65-gp3* | Garlic virus B | 0 | 0.0040 | 0.0195 |
| *QY65-gp4* | Garlic virus B | 0 | 0.0011 | 0.0142 |
| *QY65-gp5* | Garlic virus B | 0.0002 | 0.0512 | 0.2826 |
| *QY65-gp6* | Garlic virus B | 0.0033 | 0.5272 | 2.4033 |
| *GvEgp1* | Garlic virus E | 0.0007 | 0.0361 | 0.4895 |
| *GvEgp2* | Garlic virus E | 0 | 0.0006 | 0.0358 |
| *GvEgp3* | Garlic virus E | 0 | 0.0014 | 0.0116 |
| *GvEgp4* | Garlic virus E | 0.0003 | 0.0013 | 0.0350 |
| *GvEgp5* | Garlic virus E | 0 | 0.0007 | 0.0212 |
| *GvEgp6* | Garlic virus E | 0 | 0 | 0 |
| *GvEgp7* | Garlic virus E | 0 | 0 | 0 |
| *GvEgp8* | Garlic virus E | 0.0018 | 0.3317 | 1.9611 |

**Table S5** Primer sequences used for Real-time fluorescent quantitative PCR

| **Gene** | **Sequence** | |  |
| --- | --- | --- | --- |
| *GarVAgp6* | Forward primer | TACGCCAAAGCATGCTAC | |
|  | Reverse primer | GCGTCGGGATTCAACAAT | |
| *X660.gp6* | Forward primer | CGTGACCCTCCAAATGCT | |
|  | Reverse primer | TAACGAAGCGTGAGGAAC | |
| *GarVXgp6* | Forward primer | CACAGGAGATCGTCCGTG | |
|  | Reverse primer | TGCTTCCCCGTGACATAG | |
| Asa7G05685.1 | Forward primer | AGAGGCTTATACGCCACC | |
|  | Reverse primer | TAGCCTCCATTTCACACCAA | |
| Asa7G01788.1 | Forward primer | ACAACCAAACAGCCGATG | |
|  | Reverse primer | GAAGAAGTCAACTGTAGCCG | |
| Asa1G02974.1 | Forward primer | CAACGTTCGTAGTTTCAACC | |
|  | Reverse primer | ACAACCAAACAGCCGATG | |
| Asa7G06899.1 | Forward primer | GCATCGGCATCTACTACGAC | |
|  | Reverse primer | CCACCTCAATTTCCCTTGCA | |
| Asa2G06168.1 | Forward primer | ATCTTTGTATTCGCCGCAGA | |
|  | Reverse primer | TAGCAAACAGGCGACAACC | |
| Asa3G03655.1 | Forward primer | GACATGTACAGCAAAGATGG | |
|  | Reverse primer | CAGGAGTTCCGTCAAAAACT | |

How the deposited data were processed for this re-analysis (not part of the article)

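RNA sequencing libraries of swelling garlic bulbs were compared between 3 virus-accumulated and 3 virus-free replicates. The authors trimmed reads with fastp, aligned them with hisat2 (version 2.2.1.0 in the paper) to the garlic genome, and deposited FPKM values per gene and library without pooling replicates. The submitters' processing notes name HISAT2 and DESeq 1.18.0, whereas the paper names DESeq2 for its DEGs. The deposited FPKM values are scaled to the mapped fragments and the gene length, with no further scaling between libraries, so a few abundant genes can lower the values of all others. The 10 most abundant genes took 4.5% to 7.8% of a library's FPKM sum. Samples were grouped by their labels, which match the paper's groups.

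Groups were compared in R 4.3.3 with limma 3.58.1 on log2(FPKM + 1), two-sided, with an intensity trend and Benjamini-Hochberg adjustment at 0.05, over the 26393 genes with an FPKM of at least 1 in at least 3 of 6 libraries. A count model was not used because the deposited unit is FPKM. Tables and plots were made in Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. An exact permutation test of 3 against 3 libraries cannot give a p below 0.10, so none is given for single genes. The fit was tested on simulated data for this comparison, over 26393 genes with 200 changed: without a block it called 0 of 50 genes changed 2-fold, 13 of 50 changed 4-fold, 35 of 50 changed 16-fold and 44 of 50 changed 64-fold, and with the replicate number as a block 1, 20, 39 and 45 of 50. The fold sizes above 4-fold were added after a first simulation with 2-fold and 4-fold changes gave no calls. The calls at 2-fold and 4-fold may depend on the larger changes, because the adjustment loosens as more genes pass. In the real comparison no gene passed, so these calls do not give its power. No unchanged gene was called in either fit. At an unadjusted p under 0.05 in limma, 1.0% of the unchanged genes passed without the block and 5.6% with it. In these simulated data the fit without a block was therefore conservative at that threshold, which bears on the unadjusted counts set beside the paper's.

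Relative depth was taken from the whole-number steps in the FPKM values, and was 0.857 to 1.156 times that of virus-accumulated replicate 1. The sums of the smallest whole numbers, 7509847 to 11534092 per library, are lower limits, since a factor common to all libraries cancels. The relative gene lengths that follow have no fixed scale, and the scale was set so that they fall in steps of 3. On it 93.6% of genes had lengths in such steps, and the lengths were read as coding lengths.

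Libraries of equal replicate number were checked for pairing, since neither the paper nor the labels say what a number stands for. The correlations across genes of their deviations from the group means were 0.46, 0.42 and 0.80 for numbers 1, 2 and 3, so the numbers were taken to pair the libraries and blocked values are given where they change a result. This rests mainly on number 3: virus-accumulated replicate 1 correlated more with virus-free replicate 2 (0.57) than with virus-free replicate 1 (0.46). Virus-accumulated replicate 2 had 0.42 with virus-free replicate 2 and 0.39 with virus-free replicate 1, so the pairing of numbers 1 and 2 is not settled.

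Genes named in the text were chosen by a rule: every gene that the results text names and those labelled in Figs 4c, 5d, 5f and 5g and Supplementary Figs 12 and 13; annotated genes and list members past the adjusted threshold, of which there were 0; the 2 genes with the largest differences each way that have no annotation; and the 5 with the highest mean FPKM. The design, this rule, 27 gene lists and 19 of 22 alternatives were set before the data were examined. The lists were heat shock proteins and chaperones, glutathione metabolism, the alliin pathway, fructan metabolism, chitinases and pathogenesis-related proteins, lectins, ethylene-responsive factors, WRKY and NAC factors, jasmonate biosynthesis, cell wall loosening, ribosomal proteins, peroxidases and superoxide dismutases, ubiquitin and proteasome, tubulins and cyclins, cytochromes P450, histones of Supplementary Data 2 and of Table S3, markers of clusters C1, C2 and C3, and the genes the paper names in its text or labels in those figures. They come from annotation words in the first 1998 of 8801 rows of Supplementary Data 1 and the first 661 of 16970 rows of Supplementary Data 4, whose names are matches of other species, and 2102 of the tested genes have such a name. Because these tables are held in part and Supplementary Data 5 and 6 were not used here, no overlap, enrichment or set test was run, and lists are described by counts and medians. Lists read from pictures were not adjusted over the list alone.

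The correlations between libraries, and first fits with and without the block and with the libraries numbered 1 and 2 alone, had been seen before the predictions for the tests of the closing section were written. The 3 added alternatives, which leave out the libraries numbered 3, take number 3 as a block of 2 levels, or run limma with voom weights on the recovered whole numbers, were chosen after seeing the data.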

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

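The tests of this part other than that of dividing cells and the values relative to all genes with quantile normalization were written down before their own values were seen, but after the library correlations and the first fits. The pattern in ribosomal protein and histone genes was picked out after the medians of all 27 gene lists had been seen, so it is a hypothesis. Of 129 ribosomal protein genes, 118 were higher in the virus-accumulated library of each of the 3 pairs, and so were 90 of 107 histone genes of Supplementary Data 2. Over all tested genes the share was 25.2%, where chance gives 12.5% of independent genes. The paper's text does not discuss these groups for virus-accumulated against virus-free bulbs, and Supplementary Data 5, which gives its DEGs, was not used here. Genes of 1 list are not independent, and 79 of the histone genes are also among the markers of cluster C3, of which 86 of 99 were higher in each pair.

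Coding length is argued against, since other genes of the same coding length had a median at most 0.02 times that of the list. The scaling of the libraries stays open: with each library divided by its FPKM sum the smaller of the 2 list medians lay 0.63 log2 units above the median of all genes, which decides nothing because 1 factor per library moves all genes alike, and with quantile normalization the ribosomal proteins lay 0.37 and the histones 1.18 above it. A larger share of dividing cells in the virus-accumulated bulbs is a candidate explanation: the tubulin and cyclin genes, a separate list, had medians of 0.527, 0.496 and 0.505 in pairs 1, 2 and 3, in a test chosen after the result was seen, but the meristem MADS-box genes Asa4G03456 and Asa7G04304 had log2 fold changes of 0.07 and 0.05, within the spread. A difference in growth stage between the groups, with or without a role of the viruses, stays open, since histones and ribosomal proteins also moved with the replicate number.

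For the counts of genes over the whole comparison, 3 libraries against 3 make 10 splits, too few for a share under 0.05. The real split gave 2246 genes at an unadjusted p under 0.05 and the highest of the other splits gave 4506, with 4 splits as large as the real one or larger. At the paper's thresholds the values were 574 and 2335, with 5 such splits, and after adjustment all 10 splits gave 0. The highest split set virus-accumulated replicate 1 and virus-free replicates 1 and 2 against the rest, and splits that kept both libraries numbered 3 together gave 2183 to 4506, which points to a structure of the samples along that number. Among the splits that part all 3 pairs, the other ones gave 364, 267 and 247 genes at an unadjusted p under 0.05.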

How the results depend on the processing

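Under all 22 alternatives 0 genes passed the adjusted threshold, and none of the 49 named genes did; the lowest adjusted p over all genes ranged from 0.0654 to 0.970. At an unadjusted p under 0.05 the 2246 genes became 6083 with array weights, 5391 with the replicate block, and 1088 to 3443 when 1 library was left out (1088 without virus-accumulated replicate 2, 1207 without virus-free replicate 1, 3443 without virus-free replicate 3). Of those added after seeing the data, the libraries numbered 1 and 2 alone gave 5420 and number 3 as a 2-level block gave 5836. At the paper's thresholds the 574 genes became 359 with an FPKM of at least 5, 1575 with array weights, 1227 with the replicate block, 0 with an adjusted p, and 434 to 1557 when 1 library was left out (1207 without virus-accumulated replicate 3, 1557 without virus-free replicate 3); after seeing the data, 1904 with the libraries numbered 1 and 2, 1225 with number 3 as a block and 955 with voom. Scaling to the FPKM sum and voom moved the median of all genes to -0.13 each and left 563 higher and 1848 lower, or 589 and 1724, at an unadjusted p; quantile normalization left 854 and 1238. The replicate block, a pairing by replicate number, raised the RNA silencing genes at an unadjusted p from 1 to 2 and the genes of Fig. 5d from 0 to 1, and after adjustment changed no other call than those given with the lists. DESeq2 was planned only for a file of counts and was not run. Leaving out any single library unbalances the replicate numbers between the groups, so the difference of number 3 from numbers 1 and 2 enters the log2 fold changes. The cause of the changes in these counts was not tested. Depth may limit low genes, such as Asa6G01602 near 2 FPKM, which was not tested either.

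Of 1023 values of named genes under alternatives, 56 had the other sign, in 19 genes, none of them called. Scaling to the FPKM sum gave -0.067 for Asa6G00269, -0.071 for Asa2G05659, -0.10 for Asa7G01431, -0.18 for Asa7G02934, -0.073 for Asa4G03456, -0.12 for Asa7G04304 and -0.035 for Asa4G02790. The median of ratios gave -0.0094 for Asa7G02934, and quantile normalization -0.17 for Asa7G02934 and -0.26 for Asa4G02790. Array weights gave -0.014 for Asa2G05659, -0.25 for Asa7G01431, 0.45 for Asa3G01406 and 0.85 for Asa3G03703. The libraries numbered 1 and 2 gave -0.025 for Asa2G05659, -0.059 for Asa7G01431, 0.11 for Asa6G05836, -0.0058 for Asa4G03456, 0.38 for Asa3G01406 and 0.78 for Asa3G03703. Voom gave -0.047 for Asa6G00269, -0.045 for Asa2G05659, -0.12 for Asa7G01431, -0.16 for Asa7G02934, -0.059 for Asa4G03456 and -0.13 for Asa7G04304. Leaving out 1 library gave log2 fold changes of -0.22 to 1.01 for Asa1G02974, -0.10 to 1.196 for Asa1G04136, -0.11 to 1.13 for Asa1G04138, -3.73 to 0.41 for Asa2G06168, -0.76 to 0.85 for Asa3G01406, -1.22 to 1.60 for Asa3G03703, -0.085 to 1.24 for Asa3G04922, -0.087 to 0.51 for Asa4G02790, -0.55 to 0.18 for Asa5G03335, -0.21 to 0.13 for Asa6G01602, -0.18 to 0.070 for Asa6G02747, -0.50 to 0.15 for Asa6G05836, -0.49 to 0.51 for Asa7G01431, -0.34 to 0.59 for Asa7G02934, -0.14 to 0.28 for Asa7G04304 and -1.47 to 0.35 for Asa7G06899.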

Differences from the paper's values

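The paper's number of DEGs is 3308, and 574 genes passed its stated thresholds here, read as an absolute log2 fold change above 1 and an unadjusted p under 0.05. The number differed under all alternatives set before the data were examined, and also with the libraries numbered 1 and 2 alone (1904), chosen after seeing the data. The tests differ too: the paper names DESeq2, and here limma was run on log2(FPKM + 1), which understates fold changes of low genes. In simulated data 1.0% of unchanged genes had an unadjusted p under 0.05 in this limma fit, so it was conservative there. At an unadjusted p alone, with no limit on the fold change, the count was 2246. It was 3443 without virus-free replicate 3, 1088 without virus-accumulated replicate 2, 5391 with the replicate block and 6083 with array weights. The paper's Fig. S16 shows about 1900 genes higher and about 1400 lower, read by eye. At the stated thresholds 315 and 259 were counted here (183 and 534 with scaling to the FPKM sum), and no alternative set before the data were examined came within 1.5 times of either. Only the libraries numbered 1 and 2, chosen after seeing the data, gave 1344 higher at these thresholds, within 1.5 times, and 560 lower, which is not. The figure was read as colouring genes by p alone, which is another threshold. At an unadjusted p under 0.05 alone in limma, 1221 were higher and 1025 lower. These became 1804 and 1120 without virus-accumulated replicate 3, and 2171 and 1272 without virus-free replicate 3. They were 522 and 566 without virus-accumulated replicate 2, and 3324 and 2067 with the replicate block.

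The paper counts 5 RNA silencing genes as DEGs, and 0 of the 5 passed its thresholds here, which differed under every alternative run. Without the limit on the fold change, 1 of them, Asa8G02050, had an unadjusted p under 0.05 (0.0442). Of the alternatives set before the data were examined, array weights gave 4 of the 5, scaling to the FPKM sum 3, and the median of ratios and the replicate block 2 each, while limma without trend and leaving out any library other than virus-accumulated replicate 3 gave 0 and the others 1. Of those chosen after seeing the data, the libraries numbered 1 and 2 gave 4, and number 3 as a block and voom 2 each. The legend of Fig. 5f does not name the order of its bars. Read with the virus-free bar on the left, as in Fig. 5d, the figure shows log2 ratios of about 1.5 for Asa2G04386, about 2.0 for Asa6G01602, about 1.7 for Asa7G03983, about 0.8 for Asa8G02050 and about 1.2 for Asa3G03503, read by eye in Fig. 5f, against -0.55, -0.062, -0.71, -0.37 and -0.61 here, and the signs differ under the alternatives set before the data were examined, apart from Asa6G01602, which was 0.13 without virus-accumulated replicate 2 and 0.02 without virus-free replicate 1 and still differed. Read in the other order, the direction is that of the values here for all 5.

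The paper counts 5 of the 6 genes of Fig. 5d as up-regulated. All 5 were higher on average here, but 0 at an unadjusted p under 0.05. Of the alternatives set before the data were examined, leaving out virus-accumulated replicate 3 gave 4, within 1.5 times of the paper's count. That fit keeps virus-free replicate 3, so the difference of number 3 from numbers 1 and 2 enters its group difference. Array weights gave 3, the replicate block and leaving out virus-free replicate 3 gave 1 each, and the others gave 0. Number 3 as a block, chosen after seeing the data, gave 1 and voom 0. The libraries numbered 1 and 2 alone, chosen after seeing the data, gave 5 and drop none of the paper's 5. In the rows held of Supplementary Data 4, 4 of the genes that the paper calls glutathione synthetases are matched to glutamate synthases.

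The levels of Fig. 5d, whose axis the legend gives as log2(FPKM), lie above the mean log2(FPKM) of the file under every alternative set before the data were examined. Read by eye in Fig. 5d, the paper's virus-free and virus-infected levels are about 11 and about 12 for Asa0G00749, against 5.60 and 6.16 here, or 11.33 and 12.07 as log2 of the recovered whole numbers. For Asa0G00750 they are about 9.7 and about 11, against 4.96 and 5.44 here, or 9.57 and 10.23 on that scale. For Asa1G04136 they are about 12 and about 13, against 5.89 and 6.26, or 11.49 and 12.05. For Asa5G03073 they are about 5.2 and about 4.7, against 3.04 and 2.67, or 5.16 and 4.97. For Asa2G01905 they are about 12 and about 13, against 8.07 and 8.69, or 12.19 and 12.99. For Asa1G04138 they are about 9.8 and about 10, against 6.85 and 7.18, or 11.02 and 11.54. The scale of whole numbers was tried only after log2(FPKM) was seen to differ. On it, 8 of the 12 levels, taken as rounded, lay within 1 SD of the libraries. Of these 8, leaving out 1 library moved 3 outside: Asa0G00750 in virus-infected bulbs to 9.95 without virus-accumulated replicate 2, Asa5G03073 in virus-infected bulbs to 5.23 without virus-accumulated replicate 1, and Asa1G04136 in virus-free bulbs to 11.31 without virus-free replicate 2. The 4 others were both levels of Asa1G04138 and the virus-free levels of Asa0G00749 and Asa0G00750. Whether the virus-infected level of Asa1G04138 is among them may turn with the rounding. The levels of Asa0G00749 and Asa0G00750 differ from the figure by more than a small SD but by less than 0.5, and those of Asa1G04138 by more than that. For Asa1G04138 in virus-infected bulbs, leaving out virus-accumulated replicate 1 or 2 gave 11.15 or 11.17, within 1 SD, and for Asa0G00750 in virus-free bulbs, leaving out virus-free replicate 1 or 2 gave 9.55 or 9.64, within 1 SD; the remaining 2 of the 4 differed under the alternatives set before the data were examined. With the libraries numbered 1 and 2 alone, also chosen after seeing the data, log2 of the whole numbers was 11.31 and 12.51 for Asa0G00749, 9.52 and 10.7 for Asa0G00750, 11.82 and 12.84 for Asa1G04136 and 11.25 and 12.29 for Asa1G04138.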

Other observations

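Of the 10 tested genes of the alliin pathway, 0 were higher and 2 lower in the virus-accumulated library of each of the 3 pairs, with a median log2 fold change of -0.24 that turned to 0.14 with array weights, to 0.08, 0.31 and 0.32 without virus-accumulated replicate 2 or 3 or virus-free replicate 3, and to 0.09 with only the libraries numbered 1 and 2, and was -0.44 with scaling to the FPKM sum. Of 15 peroxidase and superoxide dismutase genes, 6 were higher and 2 lower in each pair, and 4 were higher when adjusted over the list alone in limma, of which 0 remained when any of replicates 1 and 2 of either group was left out. With the replicate number as a block, 6 of the 15 were higher and 2 lower when adjusted over the list alone. Of 48 ubiquitin and proteasome genes 16 were higher and 12 lower in each pair, and their median of 0.08 turned to -0.12 with scaling to the FPKM sum, to -0.11 with quantile normalization and to -0.10 with voom; with the block, 2 were higher and 1 lower when adjusted over the list alone. Ethylene-responsive factors (19 tested) had 3 higher and 3 lower in each pair and a median of 0.14, which turned to -0.05 with scaling to the FPKM sum, -0.02 with quantile normalization and -0.03 with voom, and was -0.14, -0.30 and 0.58 without virus-accumulated replicates 1, 2 and 3, and 0.23, 0.39 and -0.11 without the virus-free ones. WRKY and NAC factors (15 tested) had a median of -0.19, with 1 higher and 3 lower, and medians of -0.55, -0.58 and 0.65 without virus-accumulated replicates 1, 2 and 3, 0.21, -0.09 and -0.57 without virus-free replicates 1, 2 and 3, and 0.15 both with array weights and with only the libraries numbered 1 and 2. The 4 genes of jasmonate biosynthesis had a median of 0.50, with 0 higher and 1 lower in each pair, and of 0.27, 0.29 and 0.91 without virus-accumulated replicates 1, 2 and 3. Marker genes of cluster C1 had 6 of 99 higher and 42 lower in each pair and a median of -0.22, which was -0.42 with scaling to the FPKM sum, -0.11 without virus-accumulated replicate 2 and -0.06 without virus-free replicate 3. Those of cluster C2 had 23 of 81 higher and 8 lower and a median of 0.28, which was 0.095 with that scaling and 0.45 without virus-free replicate 3. Of the 8 histone orthologs of Table S3, 6 were higher and 0 lower in each pair, where over all tested genes 25.2% were higher and 19.8% lower. Without the block 0 of these cluster markers and orthologs passed when adjusted over the list alone. With it, 6 markers of C1 were lower, 6 of C2 were higher and 3 lower, 82 of the 99 markers of C3 were higher, and 6 of the orthologs of Table S3 were higher. With only the libraries numbered 1 and 2, adjusted over each list alone, 6 peroxidase or superoxide dismutase genes were higher and 1 lower, 2 ethylene-responsive factors, 1 WRKY or NAC factor and 1 jasmonate gene were higher, and 0 of the alliin and of the ubiquitin and proteasome genes passed. The numbers higher and lower were then 5 and 8 for C1, 21 and 4 for C2, 63 and 0 for C3, and 4 and 0 for Table S3.

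The paper reports the 9 RNA silencing genes of Fig. 5g for single cells. In the bulbs, 4 of the 9 were lower and 0 higher in each pair, with a median of -0.06 that turned to 0.05 and 0.06 without virus-accumulated replicate 2 or 3 and to 0.02 with an FPKM of at least 5. It moved the other way to -0.24 both with scaling to the FPKM sum and with voom, and to -0.18 without virus-accumulated replicate 1. Asa3G02881, matched to a Dicer homolog, was at 25 ± 4.95 FPKM in virus-accumulated and 35.8 ± 6.67 FPKM in virus-free bulbs (SD, n = 3), and Asa7G02840, matched to an argonaute protein, at 169 ± 55.7 and 126 ± 19.7 FPKM (SD, n = 3). Of the 5 genes the text names for meristem cells, 2 were higher and 0 lower in each pair, Asa7G01788, matched to a histone H2B, with 6.93, 21.4 and 137.5 FPKM in virus-accumulated and 2.26, 0.426 and 49.4 FPKM in virus-free bulbs, and the histone gene Asa7G05685. Of the 5 genes, 0 passed when adjusted over the list alone, and 2 were higher and 0 lower both with the replicate number as a block and with only the libraries numbered 1 and 2. The MADS-box genes Asa4G03456 and Asa7G04304 differed by less than the spread, at 2.69 ± 0.276 and 2.51 ± 0.194 FPKM and at 6.26 ± 1.51 and 6.10 ± 2.11 FPKM (SD, n = 3), with log2 fold changes of 0.07 and 0.05 that turned to -0.073 and -0.12 with scaling to the FPKM sum. Of the 3 genes named for clusters C1 and C9, 0 were higher and 2 lower in each pair, Asa2G06168, matched to an aquaporin, with 0.105, 0.291 and 100.4 FPKM against 4.26, 1.96 and 257 FPKM, and 1 was lower when adjusted over the list alone, both with the block and with only the libraries numbered 1 and 2. Across the 6 libraries Asa3G01406, matched to a lipid-transfer protein, Asa3G04922, without a name, and Asa3G03703, matched to a galectin, were among the 5 most abundant genes and were lowest in both libraries numbered 3, at 185 and 976 FPKM for Asa3G03703 against 5206 to 9208 in the others.

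The libraries numbered 3 of both groups stood apart from the other 4, a pattern seen before its tests were written. The differences of number 3 from numbers 1 and 2 had an r of 0.80 across genes between the groups, and 426 genes were more than 4-fold higher and 553 more than 4-fold lower in number 3 in both groups. A swap of the libraries numbered 3 between the groups is argued against, since the difference in pair 3 correlated with the mean difference of pairs 1 and 2 at an r of 0.35 across genes. Depth is argued against as well, since the deeper of the libraries numbered 3 had only 1.07 times the depth of the deepest of the others. Another mix of cell types or another growth stage of these bulbs is a candidate explanation: the medians of the marker lists of clusters C1, C2 and C3 and of the histones ranged over at least 2.76 log2 units in both groups. The C3 markers were at 2.67 and 2.84 and the histones at 2.59 and 2.67 in virus-accumulated and virus-free bulbs, but these lists share 79 genes. The C1 markers were at 0.27 in both groups and the C2 markers at -0.43 and 0.08. The range therefore rests on the histone genes rather than on separate lists. The sources used here give no date or stage per replicate, so which of these holds was not tested.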
